# Unveiling adcyap1 as a protective factor linking pain and nerve regeneration through single-cell RNA sequencing of rat dorsal root ganglion neurons

**DOI:** 10.1186/s12915-023-01742-8

**Published:** 2023-10-25

**Authors:** Qi Chen, Xi-Yin Zhang, Yu-Pu Wang, Yun-Jie Fu, Feng Cao, Yi-Nuo Xu, Jin-Ge Kong, Na-Xi Tian, Yu Xu, Yun Wang

**Keywords:** Dorsal root ganglion, Neuropathic pain, Axon regeneration, Peripheral nerve injury, Single-cell RNA-seq

## Abstract

**Background:**

Severe peripheral nerve injury (PNI) often leads to significant movement disorders and intractable pain. Therefore, promoting nerve regeneration while avoiding neuropathic pain is crucial for the clinical treatment of PNI patients. However, established animal models for peripheral neuropathy fail to accurately recapitulate the clinical features of PNI. Additionally, researchers usually investigate neuropathic pain and axonal regeneration separately, leaving the intrinsic relationship between the development of neuropathic pain and nerve regeneration after PNI unclear. To explore the underlying connections between pain and regeneration after PNI and provide potential molecular targets, we performed single-cell RNA sequencing and functional verification in an established rat model, allowing simultaneous study of the neuropathic pain and axonal regeneration after PNI.

**Results:**

First, a novel rat model named spared nerve crush (SNC) was created. In this model, two branches of the sciatic nerve were crushed, but the epineurium remained unsevered. This model successfully recapitulated both neuropathic pain and axonal regeneration after PNI, allowing for the study of the intrinsic link between these two crucial biological processes. Dorsal root ganglions (DRGs) from SNC and naïve rats at various time points after SNC were collected for single-cell RNA sequencing (scRNA-seq). After matching all scRNA-seq data to the 7 known DRG types, we discovered that the PEP1 and PEP3 DRG neuron subtypes increased in crushed and uncrushed DRG separately after SNC. Using experimental design scRNA-seq processing (EDSSP), we identified *Adcyap1* as a potential gene contributing to both pain and nerve regeneration. Indeed, repeated intrathecal administration of PACAP38 mitigated pain and facilitated axonal regeneration, while *Adcyap1* siRNA or PACAP6-38, an antagonist of PAC1R (a receptor of PACAP38) led to both mechanical hyperalgesia and delayed DRG axon regeneration in SNC rats. Moreover, these effects can be reversed by repeated intrathecal administration of PACAP38 in the acute phase but not the late phase after PNI, resulting in alleviated pain and promoted axonal regeneration.

**Conclusions:**

Our study reveals that *Adcyap1* is an intrinsic protective factor linking neuropathic pain and axonal regeneration following PNI. This finding provides new potential targets and strategies for early therapeutic intervention of PNI.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-023-01742-8.

## Background

Peripheral nerve injury (PNI) frequently occurs in individuals aged 16–59 and poses a widespread problem [1, 2]. In contrast to central nerve injury (CNI), injured neurons and glial cells rapidly initiate the repair process after PNI [3]. However, damaged peripheral nerve fibers possess limited regeneration capacity, particularly as their extension distance increases [4–7]. This limitation results in a series of motor and sensory dysfunctions [8, 9]. Axon disconnection often leads to paresthesia and dysesthesia [10, 11], and injury to the endoneurium or epineurium can aggravate dysesthesia or even intractable pain. Consequently, a primary concern in the clinical treatment of PNI is promoting nerve regeneration while simultaneously alleviating neuropathic pain. However, the intrinsic relationship between nerve regeneration and the development of neuropathic pain after PNI remains unclear, hindering the development of effective treatments for PNI.

Following PNI, injured dorsal root ganglion (DRG) neurons form growth cones [12, 13] and increase peripheral sensitization to continuously transmit nociceptive stimulation to the CNS, contributing to the generation and progression of neuropathic pain [14–16]. This makes DRG a convergence point for pain and regeneration in PNI. Due to the high heterogeneity of neurons, we employed single-cell RNA sequencing (scRNA-seq) and conducted comprehensive investigations into the division of DRG neuron subgroups, providing a necessary foundation for further exploring the underlying connections between pain and regeneration within DRG neurons after PNI [17–19]. However, due to the constraints of existing classic animal models, previous studies have treated neuropathic pain and nerve regeneration as separate entities, which does not align with the practical needs of our research.

In this research, a new rat model called spared nerve crush (SNC) was developed to replicate neuropathic pain and axonal regeneration following PNI. By collecting scRNA-seq data from crushed and uncrushed rat DRG neurons at different time points post-SNC, we found the PEP1 neuronal subtype in the crushed DRG to be particularly notable. Utilizing an experimental design for scRNA sequence processing (EDSSP) and functional validation, we identified a potential key gene, *Adcyap1*, which encodes a crucial molecule providing protection against pain and promoting nerve regeneration during the acute phase after PNI.

Overall, our research suggests that the spared nerve crush rat model can be a valuable resource for investigating the mechanisms of PNI and identifying potential therapeutic targets. Our findings reveal an inherent relationship between neuropathic pain and axonal regeneration following PNI and identify *Adcyap1* as a novel potential molecular target for early therapies aimed at reducing neuropathic pain and promoting nerve regeneration. This provides new insights into the molecular processes involved in PNI.

## Results

### The SNC rat model successfully replicates both neuropathic pain and axonal regeneration following PNI

To study neuropathic pain and axonal regeneration following peripheral nerve injury (PNI), we used a rat model that combines the spared nerve injury (SNI) model (Fig. 1A), a classic neuropathic pain rodent model, with the sciatic nerve lesion model, a typical nerve injury regeneration rodent model [20, 21]. The SNC model causes less damage than other nerve repair models, facilitating the observation of the tibial nerve (TN) and common peroneal nerve (CPN) nerve repair process. Moreover, the SNC model retained an uninjured branch of the sciatic nerve, providing a structural basis for studying neuropathic pain after PNI. As a result, the dorsal root ganglion (DRG) neurons in the SNC model can be categorized into two groups: the crushed neurons of the TN and the CPN, involved in nerve regeneration, and the uncrushed neurons of the sural nerve (SN), which mediated pain transmission.

**Fig. 1:**
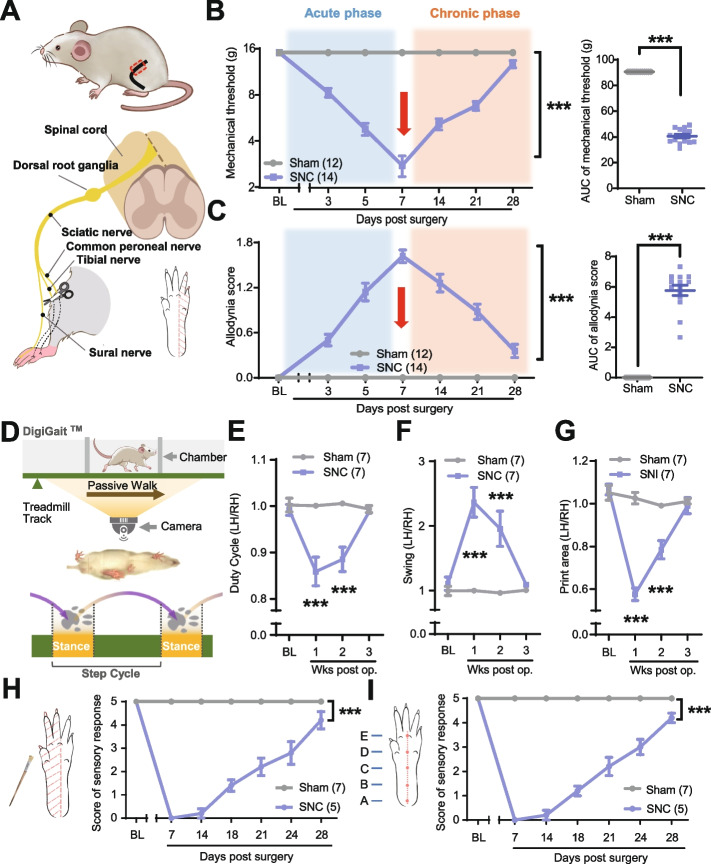
Recovery of sensory and motor functional in the SNC rat model. **A** Diagram illustrating the surgical procedures for creating the SNC rat model (left) and the sites of neuropathic pain testing in the hind paw (bottom right). **B**, **C** Time course of mechanical threshold (**B**) and allodynia score (**C**) for the ipsilateral hind paw in the sham (*n* = 12) and SNC (*n* = 14) groups before and after nerve injury; the area under the curve (AUC) analysis (3–28 days) is displayed in the right panel. **D** Schematic of the DigiGait™ system and method for measuring the duty cycle during gait analysis. **E**–**G** Time course of the injured left hind/right hind (LH/RH) ratio of the duty cycle (**E**), swing (**F**), and print area (**G**) for the sham (*n* = 7) and SNC (*n* = 7) groups before and after nerve injury. **H** A schematic diagram illustrating the site of gentle brush stimulation on the hind paw (left) and the time course of light touch sensitivity of the medial side of the ipsilateral hind paw for the sham (*n* = 7) and SNC (*n* = 5) groups before and after nerve injury (right). **I** A schematic diagram demonstrating the site of pinprick stimulation on the hind paw (left) and the time course of pinprick sensitivity on the medial side of the ipsilateral hind paw for the sham (*n* = 7) and SNC (*n* = 5) groups before and after nerve injury (right). SNC, spared nerve crush. Data are represented as mean ± SEM. Two-way ANOVA with Sidak’s multiple-comparisons test was used in the left panels of **B** and **C**, **E**, **F**, **G**, **H**, and **I**. ***P < 0.001; unpaired *t* test was used in the right panels of **B** and **C**. ***P < 0.001

To validate the SNC model, we employed various methods to examine the animals’ functional recovery after injury. Initially, the *von Frey* test or brush test was used to assess punctate allodynia or A fiber-related tactile allodynia [22]. In SNC rats, both types of allodynia were progressively worsened within 7 days post-injury (dpi), making 7 dpi as a turning point for SNC animal pain behavior (Fig. 1B, C). Consequently, we categorized the post-injury period into two phases: the acute phase (prior to 7 dpi) and the chronic phase (post 7 dpi). The motor function of rats after SNC was also assessed. The pawprint area, duty cycle, and swing of the injured hind paw displayed significant abnormalities in the SNC group before 2 weeks post-injury (wpi) (*P* < 0.05 vs. the sham group; Fig. 1E–G). However, these parameters normalized at 3 wpi (*P* > 0.05 vs. the sham group; Fig. 1E–G), indicating the recovery of weight-bearing ability (Fig. 1D).

Sensory impairment caused by denervation was evaluated using pinprick and light touch sensitivity tests on the injured TN and CPN innervating the plantar area. The findings revealed that both types of touch sense gradually recovered in SNC rats within 28 dpi (Fig. 1H, I). Reinnervation of the TN and the CPN was confirmed by immunofluorescence staining of plantar skin biopsies, indicating the axons regenerated in SNC rats in vivo. No significant difference was observed between sham and SNC rats at 28 dpi (*P* > 0.05 vs. the sham group; Additional file 1: Fig. S1). Therefore, the SNC model successfully replicates neuropathic pain and axonal regeneration after PNI, allowing the study of the intrinsic relationship between these two crucial biological processes.

### scRNA-seq preprocessing reveals innate cell heterogeneity among DRG neurons

To investigate neuropathic pain and axonal regeneration and following PNI, single-cell RNA sequencing was applied to DRG neurons of the SNC rat model. Firstly, different fluorescent dyes were injected into the branches of the rat sciatic nerve before the crush operation. the TN and CPN, representing crushed DRG neurons, were labeled with DiO (green), while the SN, representing the uncrushed group, was labeled with DiI (red) (Fig. 2A). The L4 and L5 DRG neurons on the operated side were acutely separated after recovery, and individual DRG neurons were obtained using a mouth pipette. Neurons of various diameters were collected at 1 day, 3 days, and 7 days after SNC (Fig. 2B). Approximately equal numbers of green and red fluorescent-labeled cells were obtained from each animal. Using a protocol developed by Tang’s lab [23, 24], we performed scRNA-seq on 936 fluorescently labeled DRG neurons and 512 DRG neurons for subtype annotation and time point-related proportions. Of these,1430 cells passed strict quality control (QC) and were used in the subsequent analysis (Additional file 2: Fig. S2).

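The labelled neurons came from 16 DRG samples, sequenced in 17 libraries because the cells of DRG sample S filled 2 of them. There were 4 sham samples, 4 samples at 1 day after SNC, 3 at 3 days and 5 at 7 days. In sham rats the sciatic nerve was exposed and left uninjured. A further 7 libraries are labelled as sham at 0, 1, 3 or 7 days, and Table S2 does not list them. They were kept apart from the labelled sham neurons. The authors aligned the reads to the rat transcriptome with STAR, assigned them to genes with featureCounts and collapsed them with UMI_tools. Every value is the number of unique molecular identifiers (UMIs) of a gene in a cell, a whole count without normalization. Genes are given by symbol, without a position. The files hold 936 labelled cells and 528 cells of the further libraries. At the paper's limits of at least 500 genes, at least 1000 transcripts and a mitochondrial share under 5%, 930 and 503 cells passed, 1433 in all. The mitochondrial share was taken over the 13 genes named Mt-. When the mitochondrial ribosomal and transfer RNA genes were counted too, 37 genes in all, 1288 cells passed; this alternative was chosen after seeing the data. The median was 236754 UMIs and 9110 genes per labelled cell, and 322664 UMIs and 10080 genes per cell of the further libraries. Neurons were picked by mouth pipette, and no doublet caller was run.

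The UMIs of the cells that passed were summed per DRG sample. The sums ranged from 4002503 to 27504367 in sham (median 11521701), from 8703690 to 26681629 at 1 day (median 17286173), from 12852951 to 24387046 at 3 days (median 24319913) and from 9469873 to 28975829 at 7 days (median 12400491). Samples of the same group differed by 10.7 to 51.5 times the sampling noise (chi-square per degree of freedom between pairs of samples), so none of them was taken for a copy of another. Tests between groups took the DRG sample, not the cell, as the replicate, and only Fisher's exact tests of a single sample count cells. Table S2 gives reverse transcription in 2019 for 3 sham and 3 7-day samples, and in 2020 for 1 sham sample, all 4 1-day samples, all 3 3-day samples and 2 7-day samples. Within a year, 1 day and 3 days can therefore be compared with a single sham sample. The cell names in the files carry no dye colour, so crushed and uncrushed neurons of a DRG sample are pooled in every value computed here. By the paper's Table S1, 109 of 215 sham neurons and 127 of 238 neurons at 1 day carried the dye of the branches that SNC crushes, where the sample labels count 108 and 127. In sham, crushed and uncrushed name the dye alone, since no branch was crushed. The results section gives DiO (green) as the dye of the crushed branches, as do the red and green cell numbers of Table S2 set beside the sample labels, and the methods section gives it as that of the uncrushed branch. Shares quoted from Table S1 for crushed or uncrushed neurons follow the results section and the labels.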

**Fig. 2:**
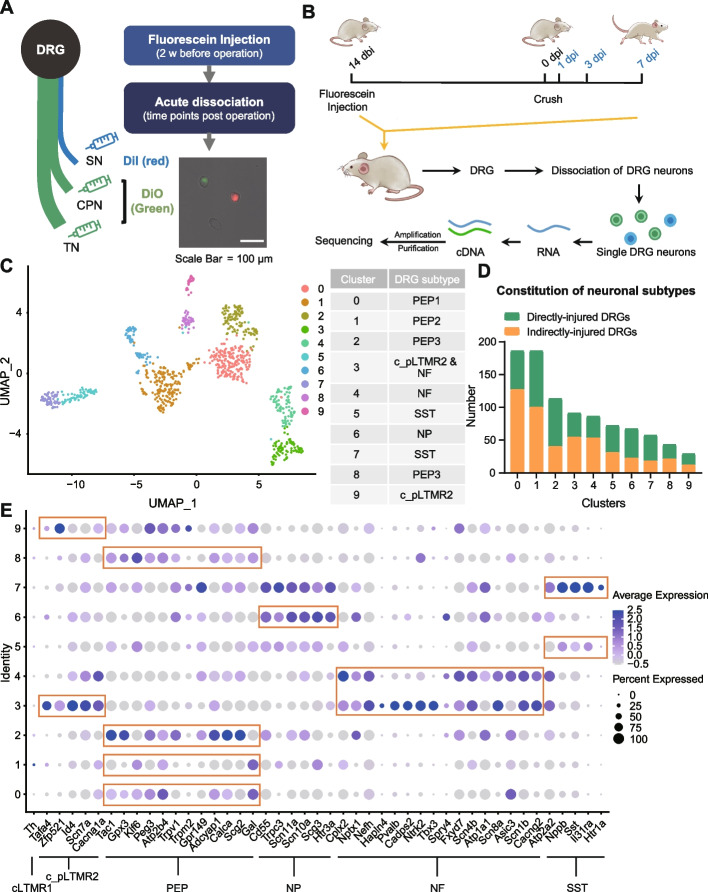
Experimental design and scRNA sequencing preprocessing (EDSSP) revealed that DRG neurons have innate subtypes. **A** Schematic diagram of the fluorescein labeling process and representative image of acute-dissociated DRG neurons labeled with DiO (green) and DiI (red). Scale bar, 100 μm. **B** Schematic diagram of the procedure used to rapidly dissociate and isolate single-labeled DRG neurons for single-cell RNA-seq profiling. dbi, days before injury; dpi, days post-injury. **C**, **D** Unsupervised cell clustering is processed by Seurat and visualized by UMAP. The 10 clusters were annotated based on known/verified cluster markers and sorted into 5 known innate subtypes. **E** Gene expression dot map of the 10 clusters. DRG, dorsal root ganglion; DRGs, dorsal root ganglion neurons; PEP, peptidergic nociceptor; NF, *Nefh*^+^ A-fiber low-threshold mechanoreceptor; NP, nonpeptidergic nociceptor; SST, somatostatin^+^ pruriceptors; c_pLTMR, putative low-threshold c-mechanoreceptor; cLTMR, C-fiber low-threshold mechanoreceptors

To obtain the unsupervised cell clustering results, fluorescent-labeled DRG neurons were clustered using a graph-based cluster method. Dimensionality reduction using uniform manifold approximation and projection (UMAP) revealed 10 cell population clusters (Fig. 2C, D). 

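The 930 labelled neurons were clustered from the files with the settings of the methods section: log-normalization to 10000, 2000 variable genes, 40 principal components and a resolution of 0.5. No gene was taken out of the variable genes for a change after SNC, since 0 of 14239 genes passed an adjusted p of 0.05 in the sums over all labelled neurons by edgeR (unadjusted p under 0.05: 1243 genes at 1 day, 594 at 3 days and 476 at 7 days; DESeq2 called 17, 1 and 0). In simulated data at 1 day this fit found 32.8% of genes changed by 1 on the log2 scale. Genes that SNC changes may therefore remain among the variable genes. Clustering gave 10 clusters of 187, 187, 116, 91, 83, 72, 66, 57, 42 and 29 neurons, numbered from 0 by size. A resolution of 0.3 gave 8 clusters, the alternative that moved the number most. A resolution of 0.8, 20 principal components and a regression on the sequencing date gave 10 each.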

Based on the expression patterns of specific marker genes, these 10 cell clusters were divided into 5 known DRG types [18]: peptidergic nociceptors (PEPs), nonpeptidergic nociceptors (NPs), *Nefh*^+^ A-fiber low threshold mechanoreceptors (NFs), somatostatin^+^ pruriceptors (SSTs), and putative low-threshold c-mechanoreceptors (c_pLTMR2). 

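Clusters were named from lists of marker genes written down in advance from the paper's text and supplements. A name required at least 3 markers of the type with a mean 1.5 times that of the other cells and a UMI in at least 25% of the cluster's cells. Only the type with the largest part of its markers high in a cluster could give the name. Since the names rest on these genes, their levels describe the clusters and test nothing. Cluster 0 was PEP1-like (7 of 16 markers), cluster 1 PEP2-like (11 of 15) and cluster 2 PEP3-like (20 of 26). Clusters 3 and 4 were NF-like (8 and 5 of 8), clusters 5 and 7 SST-like (3 and 4 of 4), and cluster 6 NP-like (4 of 5). Cluster 8 was left unnamed because glial genes (Apoe, Fabp7, Mbp and Sparc) were high in it, and cluster 9 because the type with the largest part of its markers high in it, c_pLTMR2, had 1 of 4. PEP3 markers were high beside the other markers in cluster 7 (14 of 26), cluster 6 (7), cluster 9 (5) and cluster 8 (4). All 4 markers of c_pLTMR2 were high in cluster 3, beside the 8 of NF. Levels are CPM, counts scaled to the same total, averaged over the DRG samples with at least 3 cells of the cluster. Nefh was at 1275 ± 198 CPM (SD, n = 12) in cluster 3 and 1047 ± 209 (SD, n = 15) in cluster 4. Scg3 was at 838 ± 194 CPM (SD, n = 8) in cluster 6. Sst was at 1288 ± 449 CPM (SD, n = 8) in cluster 7 and 119 ± 90.7 (SD, n = 12) in cluster 5, where the other cells of the same samples averaged 138 CPM. Zfp521 was at 105 ± 54.1 CPM (SD, n = 5) in cluster 9 and 29.4 ± 10.4 (SD, n = 12) in cluster 3, while Th stayed at 0.706 ± 1.08 CPM (SD, n = 5) in cluster 9. Apoe, a glial gene, was at 1913 ± 356 CPM (SD, n = 7) in cluster 8.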

The expression levels of marker genes in each DRG type are presented in a dot plot (Fig. 2E). 

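In the PEP1-like cluster, Gal was at 1920 ± 710 CPM and Tac1 at 842 ± 318 CPM (SD, n = 16 DRG samples). The PEP2-like cluster had a Gal level of 1754 ± 548 CPM with Tac1 at 367 ± 269 CPM (SD, n = 16). In the PEP3-like cluster, Tac1 was at 2697 ± 835 CPM and Gal at 679 ± 191 CPM (SD, n = 11). Gpx3 was at 169 ± 79.4 CPM in PEP3-like neurons, 43.4 ± 35.9 CPM in PEP1-like neurons and 11.4 ± 8.36 CPM in PEP2-like neurons. Gpx3 was above the other cells in 11 of 11 samples in the PEP3-like cluster. All 3 genes are among the markers by which the clusters were named.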

PEP DRG neurons were further categorized into PEP1 (*Tac1*- and *Gal*-expressing), PEP2 (*Gal*- and low *Tac1*-expressing), and PEP3 (*Tac1*- and *Gpx3*-expressing with very low levels of *Gal* expression). Consequently, we aligned all single-cell data with 7 known DRG subtypes, which were ultimately consolidated into 6 DRG neuron groups due to marker overlap caused by a limited cell number.

### PEP1 is significantly associated with injury and repair processes

By suitably decreasing the clustering resolution, we could recognize subtypes of DRG neurons while maintaining the intragroup disparities in the cell subsets, laying the groundwork for further analysis. To explore the mechanism responsible for axonal regeneration and neuropathic pain development after PNI, we assessed DRG neurons in three dimensions: the intrinsic subtype of DRG neurons to which they belonged, whether the DRG neuron was injured, and the time post-injury based on the experimental design (Fig. 3A).

**Fig. 3:**
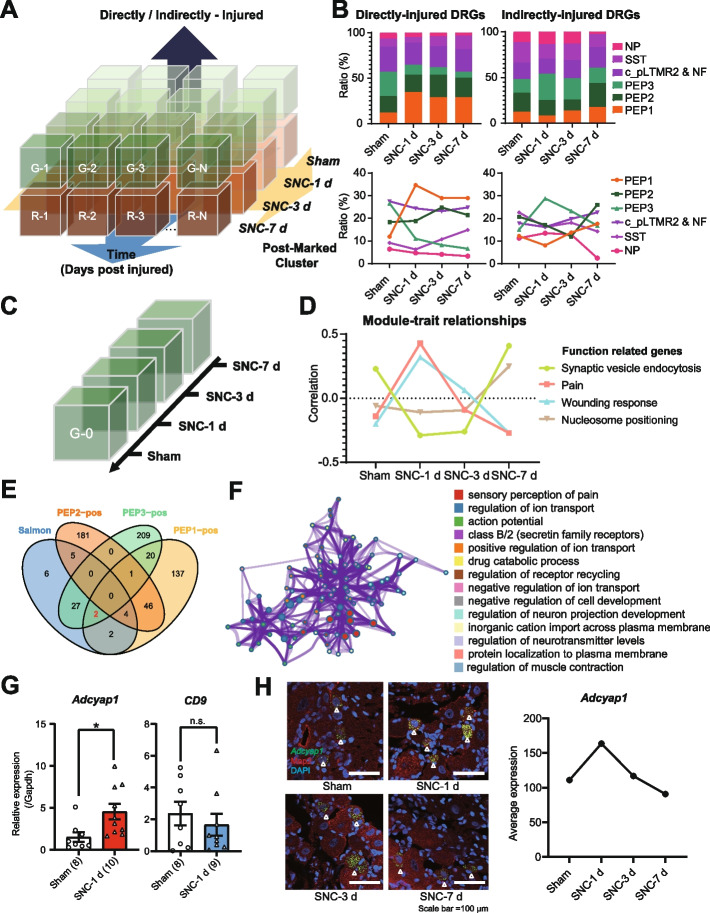
EDSSP indicated that Adcyap1 is likely highly associated with injury and repair processing. **A** The model of the first step of EDSSP. Processed by Seurat, the DRG neurons are sorted by known/verified cluster markers into several clusters and then sorted by time-design and surgical-design into several sub-modules. **B** The ratio changes of sub-types DRG neurons (DRGs) show that PEP1 may relate with injury and repair processing. **C** The model of the second step of EDSSP. Processed by WGCNA, the crushed DRG neurons of PEP1 are sorted into 4 time points according to the experimental design. **D** Module-trait relationships reveal that there are 4 modules of genes changed by time-design. **E** Venngram of Pain genes and 3 PEP subtypes’ high-expression genes. **F** The metascape results of Pain module genes. **G** The expression of *Adcyap1* (left) and *CD9* (right) in the PEP1 DRGs for the sham (*n* = 8) and SNC-1 d (*n* = 10 for *Adcyap1*; *n* = 9 for *CD9*) groups by single-cell qPCR, unpaired *t* test. *P < 0.05. n.s., no significant difference. **H** RNAscope® images of rat DRGs stained with probes and antibody (left), *Adcyap1* (green), Map2 (red), and DAPI (blue). Representative sections from sham and SNC 1-day, 3-day, and 7-day DRGs are shown. RNAscope statistical graph of *Adcyap1* in different time points after SNC (Right)

In the damaged DRG, we discovered that a group of DRG neurons corresponding to PEP1 accounted for a larger proportion of cells 1 day after SNC, while the share of neurons matching to PEP2 slightly increased 3 days post-SNC. 

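The shares below pool crushed and uncrushed neurons of each DRG sample, a wider group than the damaged neurons of Fig. 3B. Clusters may rest on genes that SNC changes, so a share can move by a change of expression as well as of numbers. PEP1-like neurons made up 23.6% ± 3.93 (SD, n = 4) of the labelled neurons of a sample at 1 day after SNC and 13.1% ± 3.18 (SD, n = 4) in sham, a difference of 10.5 percentage points. Every sample at 1 day lay above every sham sample (exact two-sided permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow; 0.0857 after Benjamini-Hochberg adjustment over the 3 planned comparisons of shares). The share was 22.1% ± 3.03 (SD, n = 3) at 3 days and 22.7% ± 2.80 (SD, n = 5) at 7 days. Over the 12 samples taken after SNC it ranged from 18.9 to 29.2%, and over the 4 sham samples from 10.4 to 16.7%. Among all 24 comparisons of neuron types and clusters with sham, the lowest adjusted p of these exact permutation tests was 0.343. With each sample left out in turn, the difference at 1 day stayed between 8.59 and 11.7 points, each with the smallest p that 3 samples against 4 allow in the exact permutation test, p = 0.0571. Against the 1 sham sample reverse-transcribed in 2020 the difference was 13.1 points, from a single sham sample. With the year of reverse transcription as a term in a least-squares fit of the 16 samples, an alternative chosen after seeing the data, it was 12.9 points (standard error 2.74, unadjusted p of 0.000637). The paper's Table S1 gives PEP1 shares of 12.1% in sham and 22.3% at 1 day over all labelled neurons, and of 11.9% and 34.6% among crushed neurons.

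PEP2-like neurons made up 16.9% ± 11.2 (SD, n = 3) at 3 days and 25.4% ± 14.3 (SD, n = 4) in sham, a difference of -8.47 points that lay within the spread of the samples (exact two-sided permutation test, p = 0.571; 0.857 adjusted over the 3 planned comparisons). Against the 1 sham sample of 2020 the difference was 9.62 points, in the other direction, and with the year as a term it was 2.97 points (standard error 7.67, p of 0.706). The paper's Table S1 gives 18.3% in sham and 24.8% at 3 days for PEP2 among crushed neurons, and 19.5% and 18.6% among all labelled neurons.

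**Figure D1:**
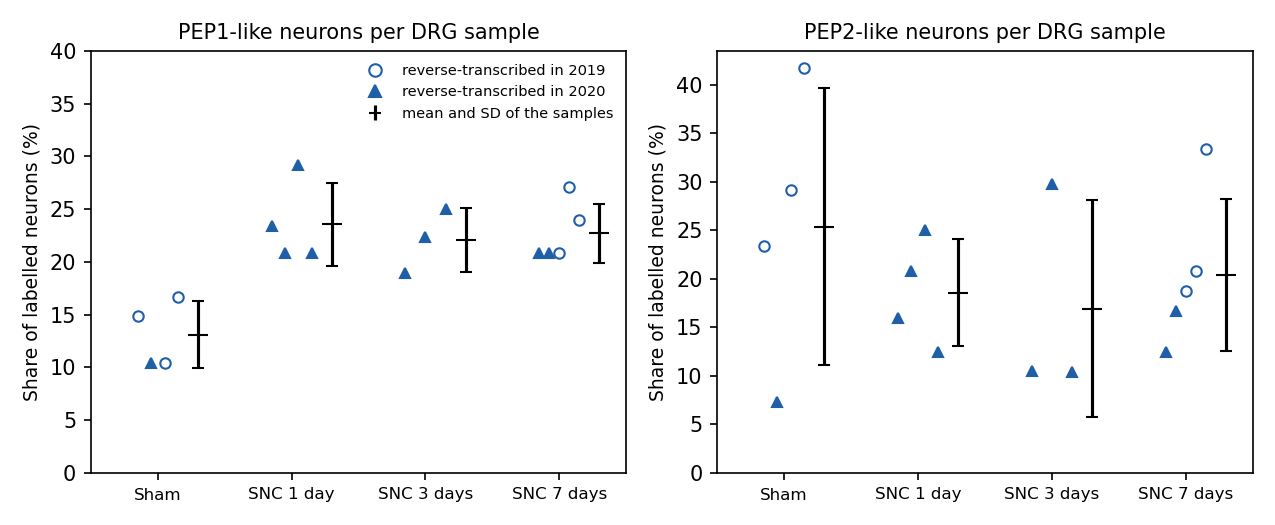
Share of PEP1-like and PEP2-like neurons among the labelled neurons of each DRG sample, in percent, by group; circles are samples reverse-transcribed in 2019 and triangles samples of 2020, with the mean and SD of each group. The PEP1-like share of the 12 samples after SNC lies between 18.9 and 29.2%, above the 10.4 to 16.7% of the 4 sham samples, while the PEP2-like share of the groups overlaps.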

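PEP3-like neurons, counted over crushed and uncrushed neurons together, made up 11.3% ± 7.76 (SD, n = 4) of a DRG sample at 1 day after SNC and 11.5% ± 9.39 (SD, n = 4) in sham. The difference was -0.227 percentage points (exact two-sided permutation test, p = 1, also after adjustment over the 3 planned comparisons). Its sign depended on the samples: it was 3.54 points without sample 17-1, 3.57 without sham sample 18 and 0.102 without sham sample 4, and 1.45 with samples 17-1 and 17-2 merged. Against the 1 sham sample of 2020 it was -11.6 points, and -2.37 with the year as a term, chosen after seeing the data (standard error 7.27, p of 0.751). The paper's PEP3 group also holds cluster 8, and with cluster 8 included, an alternative chosen after seeing the data, the difference was -3.34 points. For uncrushed neurons, with the dyes as in the results section and by dye alone in sham, the paper's Table S1 gives a PEP3 share of 15.1% in sham and 28.8% at 1 day. For crushed neurons its values are 26.6% and 11.0%, and over all labelled neurons 20.9% and 19.3%. The pooled share therefore cannot show the rise among uncrushed neurons.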

Among the uninjured DRG, the proportion of PEP3 DRG neurons increased 1 day after SNC (Fig. 3B). Adult DRG neurons are mature cells that cannot divide. The increase in the proportions of certain DRG neuron subtypes following SNC indicates that some neurons that originally belonged to other DRG subtypes might have switched to these subtypes. Thus, we hypothesize that the PEP1 subset of damaged DRG neurons might play a significant role in axonal regeneration after PNI, while PEP3 neurons in uninjured DRG could be closely associated with pain transmission during neuronal regeneration.

To verify this hypothesis, we employed Metascape [25] to conduct Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses on DRG neurons belonging to the three PEP subsets. A substantial number of genes expressed in PEP1 DRG neurons were concentrated in categories related to axonal regeneration, including response to wounding, positive regulation of cell projection organization, and positive regulation of cellular component biogenesis (Additional file 3: Fig. S3 and Additional file 4: Fig. S4A). The genes expressed in PEP3 DRG neurons were prominently present in categories associated with neuropathic pain, such as sensory perception of pain, regulation of membrane potential, and inorganic cation transmembrane transport (Additional file 4: Fig. S4B). We also examined the functions of genes expressed in PEP2 DRG neurons, but discovered that many were linked to nonspecific post-injury biological events (Additional file 4: Fig. S4C). These results indicate that the PEP1 subset of neurons in crushed DRG plays a crucial role in axonal regeneration following PNI, while PEP3 neurons in uncrushed DRG are involved in pain transmission during nerve regeneration.

### Experimental design scRNA-seq processing (EDSSP) reveals 4 gene modules that are highly related to injury and pain processing

Based on the SNC model, which links neuropathic pain and axonal regeneration, we obtained a large amount of high-quality transcript information for individual DRG neurons in response to physiological conditions. To address this, we established an experimental design scRNA-seq processing (EDSSP) and used it for corresponding bioinformatics analysis of our high-quality sample data.

In 2016, researchers employed WGCNA to investigate the functions of DRG neurons and explored gene co-expression modules within DRG neuronal subtypes. This study implied that multiple tools could be combined to analyze transcriptome data [19]. Consequently, a combination of gene-based clustering patterns and cell-salient characterization-based clustering patterns was implemented using WGCNA [26, 27] and Seurat [28]. Moreover, gene co-expression clustering was conducted using the timeline of in vivo recovery of crushed PEP1 DRG neurons as a characterization group. These approaches collectively constituted the complete intrinsic logic of the EDSSP (Fig. 3C and Additional file 5: Fig. S5A-B). Through the aforementioned procedures, 14 gene modules were obtained, including 4 modules closely associated with temporal information and gene function. The modules were named according to the highest hit gene number’s items in GO and KEGG (Fig. 3D–F, and Additional file 5: Fig. S5C-E). Among them, the Pain and Wounding response modules were significantly upregulated at 1 dpi, while the genes in the Greenyellow and Tan modules were significantly upregulated at 7 dpi (Fig. 3D).

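The module genes can be followed through Table S4, which lists, by module colour, the genes shared by a module and a PEP subtype. It holds 37 Salmon genes (the Pain module in Fig. 3E), 22 Cyan genes, 3 Greenyellow genes and 10 Tan genes. These are parts of the modules, and for Salmon and PEP3 alone Table S4 lists fewer genes than Fig. 3E prints. The study chose these genes on the same samples, so a change in them is not independent evidence. Of the Cyan genes, 9 also served as markers to name the PEP1-like cluster. Counts of PEP1-like neurons, crushed and uncrushed together, were summed per DRG sample (4 to 10 cells and 336620 to 2571120 UMIs per sham sample, 5 to 22 cells and 1052400 to 5026490 UMIs at 1 day, 5 to 23 cells and 1220110 to 4751120 UMIs at 7 days). Log2 fold changes against sham came from edgeR over 10622 genes, and each list was tested with fry, a set test that estimates the correlation between genes, with adjustment over the 5 lists tested. At 1 day, the Salmon genes had a median log2 fold change of 0.29 (mean 0.14), with 24 of 37 higher (p of 0.0971, adjusted p = 0.486). Of the Cyan genes 16 of 21 tested were higher, with a median of 0.29 and a mean of 0.23 (p of 0.245, adjusted p = 0.499). By camera with its preset correlation both lists passed (adjusted p = 0.0359 for Salmon, range over its 19 alternatives 0.0359 to 0.897, and 0.0298 for Cyan, range 0.0298 to 0.765), and neither call held under fry. Without sham sample 18, the Salmon list passed under fry too (median 0.44, adjusted p = 0.0431). With the year of reverse transcription as a term the Salmon median was 0.11, over all labelled neurons it was -0.02, and with the date of reverse transcription as a block, chosen after seeing the data, -0.01, while both tests pointed up.

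At 7 days, the 3 Greenyellow genes had a median of 0.07 and a mean of -0.03 (p of 0.599 from fry). That median was -0.07 without sham sample Xin, the same with at least 5 cells per sample, -0.07 with cells thinned to 20000 UMIs, and -0.18 over all labelled neurons. The 10 Tan genes had a median of -0.13 and a mean of -0.14, with 4 genes higher and 6 lower (p of 0.570, adjusted p = 0.599), and the median was 0.09 without sham sample 10. Thinned, their median was 0.03 while the test pointed down. Gene by gene, 0 of the 37 Salmon and 0 of the 21 Cyan genes passed at 1 day, and 0 Greenyellow and 0 Tan genes at 7 days, both over all genes and adjusted over the list alone (edgeR, unadjusted p under 0.05: 12, 4, 0 and 0 genes; DESeq2 called 0 of each list over all genes, with 13, 5, 0 and 1 genes unadjusted).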

Furthermore, we found that a large number of genes in the Pain module were enriched in the categories related to PNI, such as pain sensory perception, ion transport regulation, and regulation of neuron projection development (Fig. 3F). Among them, *trpv1* and *trpa1*, genes encoding two classic TRP channels involved in the regulation of pain and itching, and *Scn10a*, encoding the voltage-gated sodium channel Na_v_1.8 and associated with the upstroke of the action potential, have been well studied [29–32]. Also, we discovered that at 7 dpi, the turning point of SNC animal pain behavior, abundant gene transcription, and protein synthesis were occurring in DRG neurons at this time (Additional file 5: Fig. S5D-E). These findings also validate that EDSSP can facilitate the integration of actual post-injury time dimension or other design parameters into co-expression analysis, thereby motivating us to explore pertinent alterations in gene expression through this combination of techniques.

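With TMM-normalized CPM of PEP1-like neurons, Scn10a was at 78.3 ± 7.48 CPM (SD, n = 4) at 1 day after SNC and 37.1 ± 25.9 (SD, n = 4) in sham, a log2 fold change of 0.89 (standard error 0.33, adjusted p = 0.379 over all genes tested). All 4 samples at 1 day lay above the highest sham sample (exact two-sided permutation test on log2 values with a pseudocount of 1, p = 0.0286, the smallest possible). Without a filter on low counts the adjusted p was 0.0389, and over the 19 alternatives it ran from 0.0389 to 0.942. Without that filter, every split of the same samples into groups of these sizes gave 8 or more called genes, so this call is weak evidence. Trpv1 was at 48.9 ± 10.3 CPM against 25.4 ± 19.2 in sham (SD, n = 4 each), a log2 fold change of 0.73 (standard error 0.37, adjusted p = 0.501; exact permutation p = 0.0857). Its change was -0.03 when each cell was thinned to 20000 UMIs. Trpa1 was at 49.7 ± 33.9 CPM against 36.9 ± 31.1 (SD, n = 4 each), a log2 fold change of 0.29 (standard error 0.57, adjusted p = 0.894; exact permutation p = 0.543). The Trpa1 change was -0.25 without sample 13 and -0.11 over all labelled neurons.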

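At 7 days after SNC, 0 of 10622 genes in PEP1-like neurons passed an adjusted p of 0.05 against sham in edgeR, while 500 genes had an unadjusted p under 0.05 and DESeq2 called 2. Those were Gsta4 (log2 fold change 4.11) and Ucn (-1.60), named after their values were seen. Without a filter on low counts edgeR called 62 genes, the alternative that moved the count most. Over 100 splits of the same samples, the real one included, that count ran from 31 to 441 (median 58.5). With the date of reverse transcription as a block, chosen after seeing the data, edgeR called 2, Ucn among them. For comparison, edgeR called 1 gene at 1 day and 1 at 3 days. At 1 day it was Gsta4, at 33.5 ± 14.7 CPM (SD, n = 4) against 2.09 ± 3.23 in sham (SD, n = 4), a log2 fold change of 4.69 (standard error 0.75, adjusted p = 0.0300). Gsta4 passed without SNC sample 13 or without sham sample Xin, and failed without sham sample 10 (adjusted p = 0.246), 4 (0.120) or 18 (0.0642) and without SNC sample 16 (0.129), 17-1 (0.124) or 17-2 (0.0720). Its adjusted p ran from 2.14e-11 to 0.534 over 18 alternatives. At 3 days it was RGD1562420, at 77.6 ± 35.0 CPM (SD, n = 3) against 362 ± 112 in sham (SD, n = 4), a log2 fold change of -2.18 (standard error 0.29, adjusted p = 0.00243), which passed with every sample left out in turn and was lost with thinned cells (adjusted p = 0.0515) and over all labelled neurons (0.183), in a range of 1.70e-23 to 0.183 over 18 alternatives.

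The ribosomal protein genes of the cytoplasm, 76 genes named Rpl or Rps and a number, had a median log2 fold change of -0.18 (mean -0.17) at 7 days, with 11 higher and 65 lower (fry, p of 0.299, adjusted p = 0.499 over the 5 lists). By camera with its preset correlation the fall passed (adjusted p = 3.00e-06, range over 21 alternatives 3.00e-06 to 0.966), and that call did not hold under fry. The median ran from -0.27 to 0.10 over these alternatives, the highest with the date of reverse transcription as a block. Of the 76 genes, 0 passed over all genes or adjusted over the list alone (edgeR; 1 gene unadjusted, and 0 called by DESeq2 with 1 unadjusted). DRG neurons of the PEP1-like class alone, crushed and uncrushed together, enter these values. The values are shares of mRNA and measure neither protein synthesis nor the amount of transcription. They do not test the paper's statement on these, which rests on the terms of module genes.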

### Adcyap1 provides protection against pain and promotes nerve regeneration during the acute phase following PNI

Through EDSSP, we identified the Pain module, a group of genes with expression significantly correlated with post-injury time points. Additionally, PEP1 DRG neurons are significantly associated with axonal regeneration, while PEP3 neurons are related to neuropathic pain. Therefore, to explore the potential target genes linking neuropathic pain to axonal regeneration following PNI, we analyzed the intersection of differentially expressed genes of the PEP1 and PEP3 DRG neurons using the Pain module.

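In PEP1-like neurons, Adcyap1 was at 517 ± 148 CPM (SD, n = 16 DRG samples) and lay above the other labelled cells of the same sample, which averaged 373 CPM, in 12 of 16 samples. In PEP3-like neurons it was at 1051 ± 361 CPM (SD, n = 11), above the other cells (366 CPM) in 11 of 11 samples. Cd9 was at 330 ± 131 CPM in PEP1-like neurons, above the other cells (165 CPM) in 15 of 16 samples, and at 767 ± 145 CPM in PEP3-like neurons, above the other cells (137 CPM) in 11 of 11. In PEP2-like neurons Adcyap1 was at 177 ± 122 CPM and Cd9 at 28.3 ± 36.0 CPM (SD, n = 16). These comparisons between clusters take sham and SNC samples together, and neither gene is among the markers that set PEP1-like, PEP2-like and PEP3-like clusters apart. The paper, however, picked both as genes of PEP1 and PEP3 on these same samples, and the clusters rest on the same counts. Their levels therefore describe the clusters and are no independent test.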

As the target gene scope was narrowed down, two potential key mediator genes, *Adcyap1* and *CD9*, were identified. These genes showed increased expression at 1 dpi (Fig. 3F). This prediction was confirmed through single-cell qPCR, revealing that *Adcyap1* expression was significantly upregulated in PEP1 DRG neurons at 1 dpi (*P* < 0.05 vs. the sham group; Fig. 3G left). However, there was no significant difference in *CD9* expression at that time (*P* > 0.05 vs. the sham group; Fig. 3G right). This difference might be attributed to substantial variations in *CD9* expression in naïve PEP1 DRG neurons. 

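Adcyap1 in PEP1-like neurons was at 584 ± 138 CPM (SD, n = 4) at 1 day after SNC and 346 ± 127 CPM (SD, n = 4) in sham, with crushed and uncrushed neurons together. The log2 fold change was 0.72 (standard error 0.21, p of 0.00268, adjusted p = 0.362 over 10622 genes in edgeR). Of the 4 samples at 1 day, 3 lay above the highest sham sample and 4 above the sham mean (exact two-sided permutation test, p = 0.0571, where the smallest possible is 0.0286). With each sample left out in turn, the change stayed between 0.56 and 0.92, and no adjusted p fell under 0.05. It passed in 2 of 19 alternatives, without a filter on low counts (0.75, adjusted p = 0.00118) and with each cell thinned to 20000 UMIs (1.07, adjusted p = 0.0105), and with the year of reverse transcription as a term it was 0.54 (adjusted p = 0.932, the other end of the range). Without that filter edgeR called 184 genes at 1 day. Over 35 splits of the same samples, the real one included, it called 8 to 272 genes (median 48). A call without the filter is therefore weak evidence. Adcyap1 was at 567 ± 90.7 CPM (SD, n = 3) at 3 days and 568 ± 87.5 CPM (SD, n = 5) at 7 days. Adcyap1 had a log2 fold change of 0.67 at 3 days (adjusted p = 0.786, exact permutation p = 0.114 with 0.0571 the smallest possible). At 7 days Adcyap1 had one of 0.68 (adjusted p = 0.976, exact permutation p = 0.0317 with 0.0159 the smallest possible). Over all labelled neurons it was at 482 ± 67.9 CPM at 1 day against 331 ± 117 CPM in sham (SD, n = 4 each), with no overlap (exact permutation p = 0.0286, the smallest possible; log2 fold change 0.54, adjusted p = 0.582). Tested directly in PEP1-like neurons, 1 day differed from 7 days by 0.04 (standard error 0.20, adjusted p = 0.997). Cd9 was at 417 ± 78.1 CPM (SD, n = 4) at 1 day and 251 ± 96.3 CPM (SD, n = 4) in sham, a log2 fold change of 0.70 (standard error 0.26, adjusted p = 0.379; exact permutation p = 0.0571). With the year as a term its change was 0.21, and without a filter on low counts it was 0.72 with an adjusted p of 0.00452 (range over 19 alternatives 0.00452 to 0.951). At 3 days Cd9 was at 245 ± 53.7 CPM (log2 fold change -0.07) and at 7 days at 368 ± 138 CPM (0.52). The 3-day change was above 0 without sample 17-3 (0.08), sham sample 18 (0.19) or sham sample 4 (0.0066), and over all labelled neurons the 7-day change was -0.64. Among the 18 genes that the paper names for these data or that mark injury, 6 passed at 1 day adjusted over the list alone and 0 over all genes (edgeR; 8 unadjusted, and 0 called by DESeq2 with 9 unadjusted). Adcyap1, Cd9 and Scn10a were higher, and Gal, Atf3 and Jun lower (exact permutation p = 0.171, 0.114 and 0.114 for the 3 lower genes). Over all neurons of the labelled sham samples, these 3 lower genes already lay above every further sham library, for a cause left open. Sham is therefore not a baseline known to be free of an injury response. The paper picked the genes it names on these samples, so this count is not independent evidence for them. The paper reasons from the larger share of PEP1 neurons after injury, the rise of the Pain module at 1 dpi and its overlap with the genes of PEP1 and PEP3 to Adcyap1 and CD9 as candidates that link pain to axonal regeneration.

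**Figure D2:**
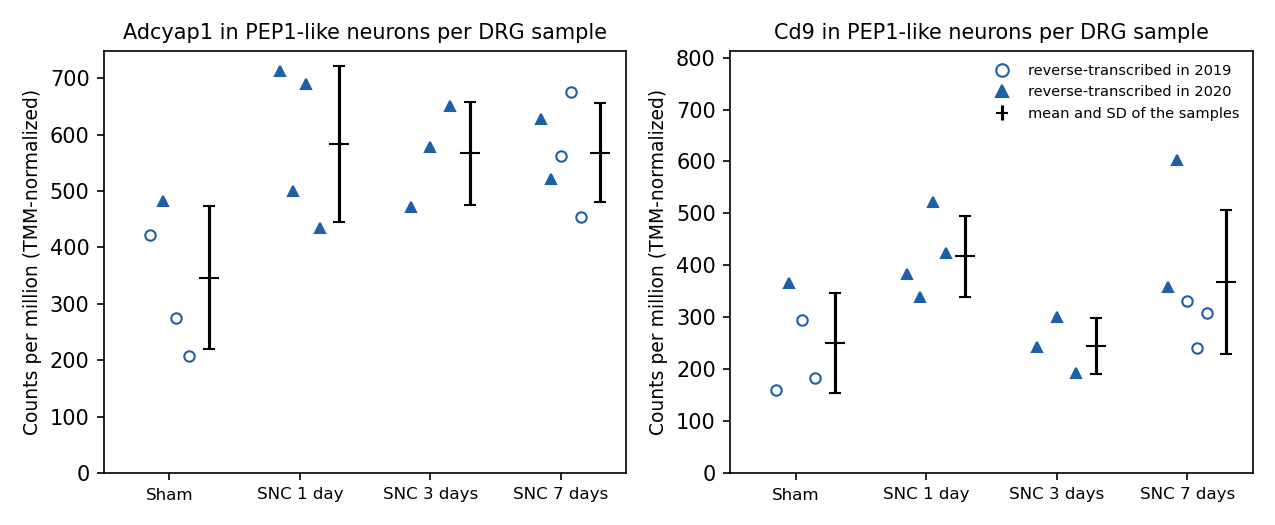
Adcyap1 and Cd9 in PEP1-like neurons, in CPM of the summed counts of each DRG sample, by group, with the mean and SD of each group. For Adcyap1, 3 of the 4 samples at 1 day lie above the highest sham sample, and the means of the 3 groups after SNC lie between 567 and 584 CPM.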

Subsequently, we found that *Adcyap1* expression was highest in SNC-1 d and decreased until the 7 days after SNC by RNAscope (Fig. 3H).

*Adcyap1* is a conserved gene in humans, rats, and mice [33]. It is located on chromosome 18 and encodes a secreted neuropeptide called pituitary adenylate cyclase-activating polypeptide (PACAP), which participates in various biological functions, including controlling anterior pituitary hormone secretion, insulin secretion, vasodilation, and immunosuppression [34, 35]. Three PACAP receptors, VPAC1, VPAC2, and PAC1, have been identified; all of them are G protein-coupled receptors located on the cell membrane [36]. Our bioinformatics analysis suggests that *Adcyap1* is likely involved in both neuropathic pain and nerve regeneration after PNI.

First, we examined the function of *Adcyap1* and PACAP by intrathecally injecting *Adcyap1* siRNA into SNC rats and assessing their punctate and dynamic allodynia in response to mechanical stimuli (Fig. 4A). The results showed that intrathecal injection of *Adcyap1* siRNA decreased the mRNA levels of *Adcyap1* in DRG neurons (*P* < 0.05 vs. the control siRNA group; Fig. 4B) and silencing of Adcyap1 in DRG neurons with siRNA worsened punctate and dynamic allodynia within 3 days after SNC (*P* < 0.001 or *P* < 0.01 vs. the control siRNA group; Fig. 4C, D). Additionally, we extracted the L4 and L5 DRG from the rats 3 dpi post-injection, dissociated DRG neurons, and cultured them for 2 days (Fig. 4E). We observed that axonal outgrowth from the DRG neurons was significantly inhibited after intrathecal injection of *Adcyap1* siRNA (*P* < 0.001 vs. the control siRNA group; Fig. 4F). Moreover, we administered PACAP6-38, an antagonist of PAC1R, into SNC rats (Fig. 4G); we observed a bell-shaped, dose-dependent increase in the punctate and dynamic allodynia upon repeated intrathecal injection of PACAP6-38 during the acute phase of PNI (Fig. 4H, I). Finally, we investigated the necessity of PACAP for axonal regrowth by adding PACAP6-38 (antagonist of PAC1R) or PACAP38 (agonist of PAC1R) to the medium used for culturing acutely dissociated DRG neurons from adult naïve rats (Fig. 4J). Our results indicated that PACAP6-38 inhibited axonal outgrowth (*P* < 0.001 vs. the scramble peptide group; Fig. 4K), while PACAP38 promoted axonal outgrowth of primary cultured DRG neurons (*P* < 0.01 vs. the scramble peptide group; Additional file 6: Fig. S6A-B).

**Fig. 4:**
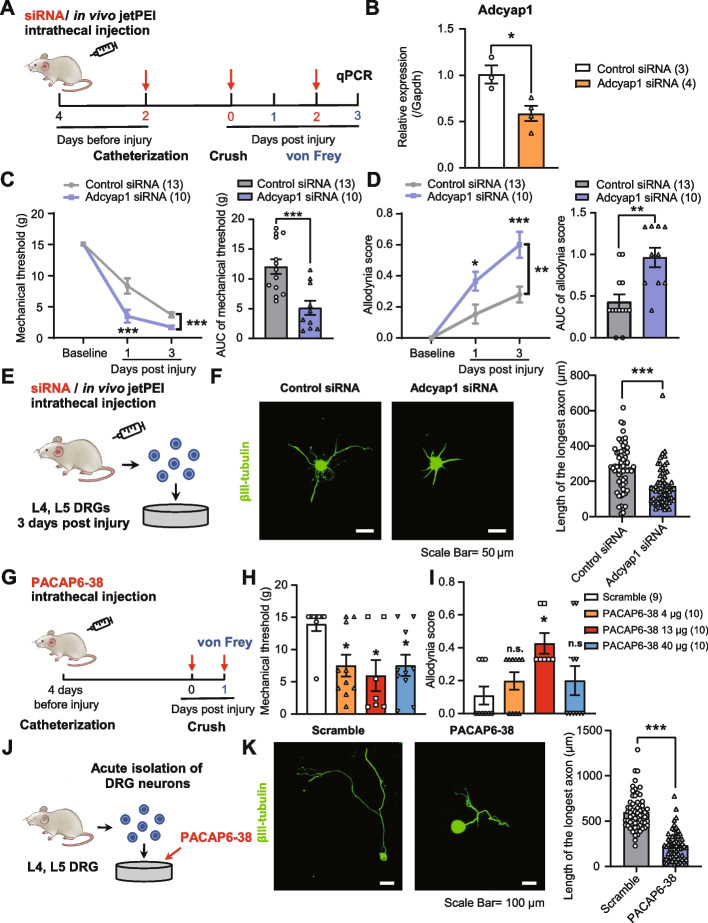
Adcyap1 siRNA or PACAP6-38 promotes pain hypersensitivity and inhibits axonal outgrowth following SNC. **A** Schematic diagram for the measurement of nociceptive responses after intrathecal administration of *Adcyap1* siRNA. **B** The expression of *Adcyap1* in DRGs of the control siRNA (*n* = 3) and *Adcyap1* siRNA (*n* = 4) groups. **C**, **D** Time course of mechanical threshold (**C**) and allodynia score (**D**) of the ipsilateral hind paw of the control siRNA (*n* = 13) and *Adcyap1* siRNA (*n* = 10) groups, with area under the curve (AUC) analysis (1–3 days) in the right panel. **E** Schematic diagram for the investigation of axonal outgrowth of DRG neurons after intrathecal administration of *Adcyap1* siRNA. **F** Representative images and quantification of axonal outgrowth in acute-dissociated DRG neurons at 3 days post-SNC of the control siRNA (*n* = 3) and *Adcyap1* siRNA (*n* = 3) groups. Scale bar, 50 μm. **G** Schematic diagram for the measurement of nociceptive responses after intrathecal administration of Pacap6-38. **H**, **I** Mechanical threshold (**H**) and allodynia score (**I**) of the ipsilateral hind paw at 1 day post-SNC for the scramble (*n* = 9), 4 μg PACAP6-38 (*n* = 10), 13 μg PACAP6-38 (*n* = 7), and 40 μg PACAP6-38 (*n* = 10) groups. **J** Schematic diagram for the investigation of axonal outgrowth of DRG neurons clustered with Pacap6-38. **K** Representative images and quantification of axonal outgrowth in acute-dissociated DRG neurons from naïve rats cultured with scramble (*n* = 3) or PACAP6-38 (*n* = 3) for 3 days. Scale bar, 100 μm. Data are represented as mean ± SEM. Unpaired *t* test in **B**, the right panel of **C** and **D**, **F**, and **K**; two-way ANOVA with Sidak’s multiple-comparisons test in the left panel of **C** and **D**; one-way ANOVA with Tukey’s multiple comparisons test in **H** and **I**. *P < 0.05, **P < 0.01, ***P < 0.001. n.s., no significant difference

To further confirm the protective effect of PACAP38 in vivo, we administrated PACAP38 intraoperatively and continued treatment until 3 dpi, the acute phase. We found that the punctate and dynamic allodynia of the SNC rat was attenuated at 7 dpi and lasted until 21 dpi (*P* < 0.05 vs. the scramble peptide group; Fig. 5A–C, and P < 0.05 vs. the scramble peptide group; Additional file 6: Fig. S6C). However, when we administrated PACAP38 intraoperatively with a 3-day lasting administration from 7 to 9 dpi, which is in the chronic phase, the effect of PACAP38 on mechanical allodynia disappeared (*P* > 0.05 vs. the scramble peptide group; Fig. 5D–F). Additionally, intrathecal injection of Pacap38 in the acute phase also promoted axonal outgrowth of DRG neurons (*P* < 0.01 vs. the scramble peptide group; Fig. 5G, H) and axonal regeneration of the SNC rat at 3 days after injury (*P* < 0.05 vs. the scramble peptide group; F ig. 5I, J). These findings indicate that *Adcyap1* provides protection against neuropathic pain and accelerates axonal regeneration during the acute phase of PNI, but not in the chronic phase. This discovery uncovers an inherent connection between neuropathic pain and axonal regeneration following PNI, opening up new possibilities for early therapeutic intervention (Fig. 6).

**Fig. 5:**
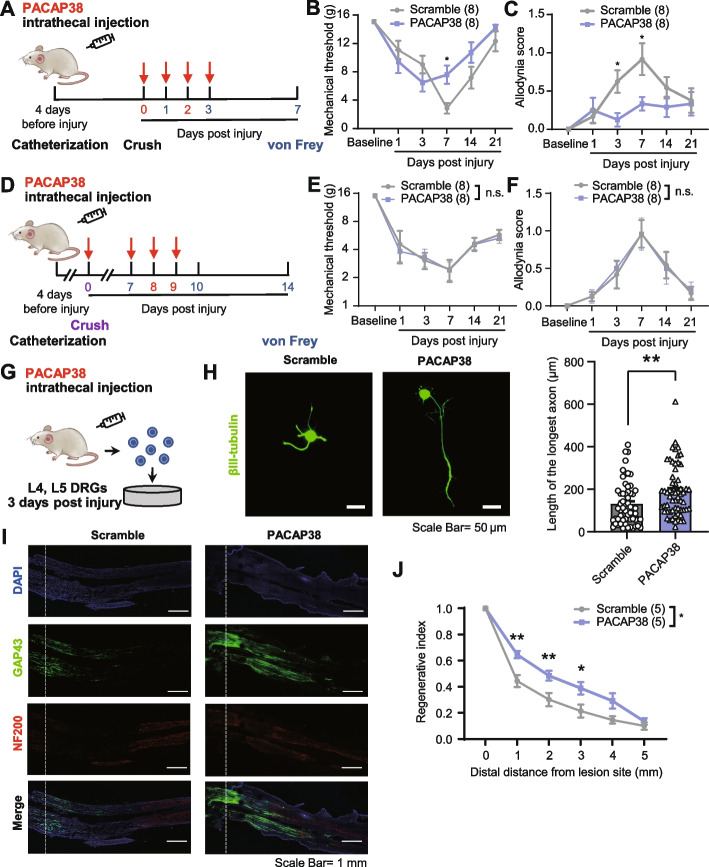
Repeated intrathecal injection of PACAP38 attenuates mechanical allodynia and promotes axonal regeneration following SNC. **A** Schematic diagram for the measurement of nociceptive responses after intrathecal administration of PACAP38 in the acute phase of SNC. **B**, **C** Time course of mechanical threshold (**B**) and allodynia score (**C**) of the ipsilateral hind paw after intrathecal administration of scramble (*n* = 8) or PACAP38 (*n* = 8) in the acute phase of SNC. **D** Schematic diagram for the measurement of nociceptive responses after intrathecal administration of PACAP38 in the chronic phase of SNC. **E**, **F** Time course of mechanical threshold (**E**) and allodynia score (**F**) of the ipsilateral hind paw after intrathecal administration of scramble (*n* = 8) or PACAP38 (*n* = 8) in the chronic phase of SNC. **G** Schematic diagram for the investigation of axonal outgrowth of DRG neurons after intrathecal administration of PACAP38. **H** Representative images and quantification of axonal outgrowth in acute-dissociated DRG neurons from rats at 3 days post-SNC for the scramble (*n* = 3) and PACAP38 (*n* = 3) groups, immunostained for βIII-tubulin. Scale bar, 50 μm. **I** Representative images of longitudinal sections of the two crushed sciatic nerve branches (TN and CPN) in the scramble and PACAP38 groups at 3 dpi, immunostained for GAP43 (regenerated nerve fibers) and NF200 with DAPI staining. Scale bar, 1 mm. The dashed line indicates the crush site. **J** Quantification of axonal regeneration with the regeneration index measured as GAP43 intensity normalized to the crush site for the scramble (*n* = 5) and PACAP38 (*n* = 5) groups. DGRs, DRG neurons. Data are represented as mean ± SEM. Two-way ANOVA with Sidak’s multiple-comparisons test in **B**, **C**, **E**, **F**, and **J**; unpaired t-test in **H**. *P < 0.05, **P < 0.01, ***P < 0.001. n.s., no significant difference

**Fig. 6:**
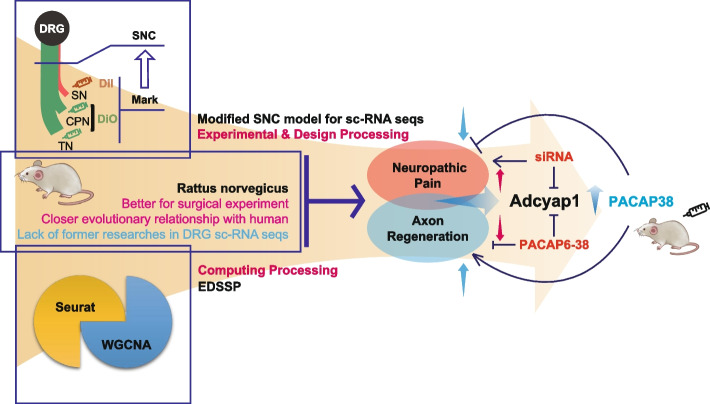
Working model. By performing scRNA-seq on crushed and uncrushed DRG neurons from SNC rats, an animal model established as a basis for studying the relationship between evoked neuropathic pain and nerve regeneration after peripheral nerve injury, DRG neurons were matched to 7 known subtypes; among these, the PEP1 neuronal subtype in crushed DRG is particularly interesting. After EDSSP and functional verification, the key gene Adcyap1 was found to have a protective effect on pain and nerve regeneration. This study provides new insights into the intrinsic link between neuropathic pain and axonal regeneration following PNI and offers new molecular targets and ideas for early clinical treatment

## Discussion

Patients suffering from PNI experience motor and sensory dysfunctions that severely affects their quality of life [37]. When the window for peripheral nerve regeneration has closed, active nerve regeneration can lead to the persistence of neuropathic pain after PNI [38, 39], emphasizing the need for more effective early therapeutic interventions. However, due to the limited understanding of the mechanisms linking axonal regeneration and neuropathic pain after PNI, it remains unclear how to promote nerve regeneration while minimizing the risk of neuropathic pain during clinical treatment. Although nerve coaptation has been shown to prevent neuropathic pain by promoting nerve regeneration, it requires advanced surgical skills and is thus not widely applicable [40, 41]. Additionally, in PNI studies, researchers typically examine axonal regeneration and neuropathic pain separately, and established animal models may not accurately represent PNI patients’ conditions. To address this issue, we initially developed a selective nerve crush (SNC) rat model where the epineurium remained intact and the two branches of the sciatic nerve were selectively crushed, thereby successfully replicating axonal regeneration and neuropathic pain to PNI patients’ experiences. The SNC model enables the differentiation between DRG neurons associated with axonal regeneration and those connected to neuropathic pain, aiding subsequent research. This research serves as a crucial complement to single-cell sequencing data obtained from DRG research on rats and previous studies in mice [17–19]. By leveraging the SNC design, we effectively utilized retrograde fluorescent labeling to categorize DRG neurons that project axons into the sciatic nerve into two groups: the crushed group, primarily responsible for axonal regeneration, and the uncrushed group, largely associated with neuropathic pain. This classification significantly facilitated our subsequent inquiries.

Over the past 20 years, the significant advancements in sequencing technologies have allowed single-cell transcriptomics to address questions that are distinct from those typically addressed by bulk transcriptomics. This approach is particularly suitable for neuroscience research involving nerve systems with significant cellular heterogeneity [42–45]. Concurrently, research on DRG neuron subtypes has made significant progress, laying an essential foundation for further exploration of the specific functions of DRG neurons [17, 18]. Following SNC, DRG neurons, at the crossroads of pain and regeneration, present an attractive model for examining the relationship between pain and nerve regeneration in PNI. In our research, we obtained scRNA-seq data from single neurons isolated from SNC rats at various post-injury time points. The DRG neurons we collected all projected their axons into the sciatic nerve and were either directly or indirectly influenced by the crush injury. Additionally, we established the connection between neuropathic pain and axonal regeneration prior to sequencing. The utilization of single-cell capture via mouth pipette provided optimal conditions for determining the transcript features of DRG neurons. By mapping all single-cell data to 7 known DRG subtypes, we inferred that the PEP1 subset of crushed DRG neurons may play an essential role in axonal regeneration, while PEP3 neurons in uncrushed DRG neurons were expected to be closely associated with pain transmission, based on changes in the proportions of different subtypes of neurons that occurred after SNC.

We sorted the 10 observed rat DRG neuron clusters into 7 established DRG neuronal subtypes: PEP1 (*Tac1*^+^/*Gal*^+^), PEP2 (*Gal*^+^ with low *Tac1* expression), PEP3 (*Tac1*^+^/*Gpx3*^+^ with low *Gal* expression), NP (*Scg3*^+^ with low *Sst* expression), NF (*Nefh*^+^), SST (*Sst*^+^), and c_pLTMR2 (*Zfp521*^+^ with very low *Th* expression). Due to limited cell numbers and marker overlap, the 7 established DRG neuronal subtypes were ultimately consolidated into 6 DRG neuron groups. It should be noted that the DRG subpopulation division in rats is slightly different from that reported in mice and has been confirmed and annotated through follow-up DRG scRNA sequencing in rats. Galanin (*Gal*), a modulator of neurotransmission in the central and peripheral nervous systems [46], associated with feelings, pain, and regulation of anterior pituitary hormone production, energy and osmotic homeostasis, reproduction, and cognition [47, 48] and serve as a marker for PEP1 neurons. Secretogranin III (*Scg3*), a marker for secretory granules (SGs) involved in the transport and metabolism of the parkinsonian toxin PQ, which can lead to the injury of multiple intracellular organelles in dopamine neurons [49], is a marker for NP neurons. Additionally, *Zfp521*, a Runx1-dependent transcription factor implicated in neural development [50], is considered one of the marker genes for c_pLTMR2 neurons. In line with this discovery, *Zfp521* was previously found to be expressed in a type of Runx1-dependent neuron, *VGLUT3*^+^ cLTMR [51]. Therefore, our research offers valuable insights into the gene expression map of rat DRG intrinsic subtype classification. However, caution should be exercised when employing this matching method if significant evolutionary exists between germlines.

In contrast to the automatic sorting of single cells by machines, the limited quantity of high-quality samples in our research presented a challenge for bioinformatics analysis. Previous studies have employed weighted gene co-expression network analysis (WGCNA) to examine the correlation between cell transcripts in DRG subtypes involved in diverse biological processes [26]. This prompted us to integrate WGCNA with Seurat to explore the gene expression differences in DRG neuronal subtypes, from both intrinsic subtypes and experimental design viewpoints. To overcome the constraints of single-cell transcriptomics experiments, which may not always align with biological and medical realities, we suggest a combinatorial bioinformatics analysis approach, EDSSP. However, the applicability of EDSSP may be limited without basic research on DRG neuron classification, which could affect the stability and reliability of subsequent analyses. Therefore, we suggest that researchers verify the presence of a reasonable and widely accepted subtype gene expression profile of the corresponding tissue or cell before employing EDSSP. Overall, EDSSP provides a solution for addressing complex scientific problems. Modified bioinformatics analysis of single-cell transcriptomes holds great potential for future neuroscience research.

By analyzing the EDSSP of differentially expressed genes in crushed PEP1 neurons, we identified 4 gene modules with significant differences in their expression time courses. Among them, the genes within the Pain module are particularly noteworthy, as they contain two potential mediator genes, *Adcyap1* and *CD9*, that may be involved in both pain and nerve regeneration. Single-cell qPCR confirmed *Adcyap1* as a promising candidate for further study. Subsequent experiments showed that intrathecal injection of *Adcyap1* siRNA or PACAP6-38, an antagonist of PAC1R, inhibited axonal outgrowth. In contrast, administration of PACAP38, a transcriptional product of *Adcyap1*, promoted axonal outgrowth both in vitro and in vivo. Our findings are consistent with previous studies indicating upregulated transcription and translation of *Adcyap1* in rat DRG after sciatic nerve injury and the promotion of axon outgrowth in human sensory neurons by PACAP38 [52–55]. However, we observed that intrathecal injection of *Adcyap1* siRNA or PACAP6-38 induced severe mechanical hyperalgesia in SNC rats, suggesting that *Adcyap1* might play different roles in the central and peripheral nervous systems. Future studies could explore the local administration of Adcyap1 in the peripheral regions to avoid adverse reactions in other systems. Notably, intrathecal injection of PACAP38 during the acute phase of SNC attenuated mechanical allodynia and promoted axonal regeneration, indicating that Adcyap1 has significant implications for intraoperative intervention in PNI patients. Interestingly, PACAP38 has been identified as a promising therapeutic agent for diabetic neuropathy [56]. Overall, our findings suggest that *Adcyap1* could potentially serve as an intrinsic protective factor promoting nerve regeneration and preventing pain during the acute phase after PNI.

## Conclusions

Our research uncovers an inherent protective factor, *Adcyap1*, connecting neuropathic pain and axonal regeneration following PNI. This discovery offers new potential targets and strategies for early therapeutic intervention in cases of PNI.

## Methods

### Animals

Specific pathogen-free (SPF) male Sprague–Dawley (SD) rats weighing 200 g were provided by the Animal Center of Peking University Health Science Center. The animals were housed in an SPF laboratory in ventilated cages (IVC) (3–5 rats per cage) on a 12-h light–dark cycle (lights on at 8:00 AM) with free access to food and water. All experiments were performed in accordance with the guidelines of the Animal Care and Use Committee of Peking University, with efforts made to minimize the discomfort of the animals.

### Spared nerve crush (SNC)

During the operation, the rats were anesthetized using isoflurane, and a 2-cm incision was made on the skin at the mid-thigh level of the left thigh to expose the left sciatic nerve. The three branches of the nerve were carefully separated using a glass dissecting needle, and the tibial and common peroneal nerves were crushed for 30 s using 3 clicks of an ultrafine microscope forceps (WA2030, JinZhong, Shanghai, China), leaving the remaining sural nerve intact. The muscle and skin were then closed in two layers, and penicillin was applied to the wound. For the sham operation, the sciatic nerve was exposed but left uninjured. Animals with marked weight loss or severe immobility at 7 days post-injury were excluded from the study. For the medial plantar sensory recovery (pinprick and light touch sensitivity) test and skin biopsy, we exposed the saphenous nerve above the knee region and ligated and transected it after SNC, making the medial plantar epidermis innervated only by regenerated sciatic nerve axons (Fig. 1A).

### Punctate allodynia (von Frey) test

All behavioral experiments were conducted in a double-blind manner. We conducted the punctate allodynia test to evaluate the paw withdrawal threshold in response to a mechanical stimulus produced by the application of a series of von Frey fibers (Aesthesio, Danmic, USA, 0.40 to 15.00 g). The rats were gently placed under a plastic cage on a metal mesh floor and allowed to move freely. They were acclimated to this environment for approximately 30 min before testing. During the von Frey tests, the rats received a stimulus from filaments on the lateral plantar surface of the operated left hind paw through the mesh floor (Fig. 1A, bottom right). The probe was performed only when the rat’s paw made contact with the floor. Each probe was applied to the foot with sufficient force to bend the filament probe and kept in this position for 6–8 s. The weight of the applied filaments started at 2 g, and the interval between consecutive stimuli was at least 3 min. The mechanical threshold was calculated using the formula described in a previous study [57].

### Dynamic allodynia (brush) test

We performed dynamic allodynia measurement by gently stroking the operated left hind paw from the heel to toe using a paintbrush. The rats were acclimated to the environment in the same manner as in the von Frey test. Sham rats did not respond to the stimuli and were scored as 0. For SNC rats, raising of the foot and returning it to the original position was scored as 1. Lifting of a foot for more than 2 s and placing it back down in another place was scored as 2. If the rat lifted its foot for over 2 s and exhibited a change in body position or another behavioral response, a score of 3 points was given. The test was repeated 3 times at 5-min intervals, and the average of the three scores was calculated [58].

### Pinprick and light touch sensitivity tests

The pretest adaptation was the same as in the von Frey test described above. For the light touch sensitivity test, we lightly stroked the operated left hind paw from the heel to toe using a paintbrush (Fig. 1H, left). If no movement was elicited, the trial was scored as 0; if the rat walked away or lifted the paw briefly, the trial was scored as 1. Stroking was repeated 5 times at 10-s intervals, and the sum of the five tests was used to calculate the final score. In the pinprick test, a pin was used to stroke the paw at 5 points without penetrating the skin (F ig. 1I, left), and the withdrawal responses of the rats in five trials performed at 1-min intervals were counted [59].

### Motor function evaluation

The animal gait analysis system, DigiGait™ (Mouse Specifics Inc., Boston, MA, USA), was used to obtain movement data on passive fast walking after SNC. The rats were compelled to walk/run at a fixed speed and gradient on an enclosed transparent treadmill. Before commencing the experiments, we trained the rats to perform uninterrupted runs (each containing a minimum of 3 step cycles) at a speed not lower than 10 cm/s. For formal trials, each rat was required to complete three uninterrupted runs on the treadmill at intervals of at least 10 min. We selected coordination (swing and duty cycle) and area data for further assessment, and we normalized both sets of data to the healthy hind paw’s data on the side that had not undergone operation (ratio = LH/RH). Swing represents the duration of the swing phase during walking/running. The duty cycle was defined as the time spent in the stance phase divided by the time occupied by a single step. The print area was the maximum projected area calculated by the DigiGait software as the maximum contact area [60].

### Retrograde fluorescein labeling

Two weeks prior to the operation, the left sciatic nerve was exposed as described previously. Using a pulled-glass micropipette, we slowly injected DiI (0.25%, 1 μL, Invitrogen, D275) into the TN and CPN proximal to the prospective crush site and DiO (0.25–0.5%, 0.5 μL Invitrogen, D282) into the SN distal to the prospective crush site, thereby avoiding potential fluorescent dye interactions.

### Acute dissociation of DRG neurons

Rats were subjected to sham or SNC operation followed by fluorescein labeling with DiI (crushed TN/CPN) and DiO (uncrushed SN). At the time points (Additional file 7: Table S1 and Additional file 8: Table S2), sham and SNC rats were deeply anesthetized by intraperitoneal injection of 0.5% pentobarbital sodium, and the L4–L5 DRG from the operated side were harvested. The DRG were immediately treated with collagenase D (3 mg/ml) (Sigma–Aldrich, C9891) at 37 °C for 55 min, followed by treatment with 0.25% trypsin (Gibco, 25,200,056) for 7 min and mechanical trituration using a flame-polished Pasteur pipette. The dissociated neurons were collected, resuspended in DMEM (Gibco, 11,966,025) supplemented with 10% fetal bovine serum (FBS) (HyClone, SH30070.03E), and plated on poly-d-lysine (Sigma–Aldrich, P6407) 35-mm plastic dishes before further study.

### scRNA-seq library preparation and sequencing

A modified Smart-seq2 protocol developed by the Tang laboratory was used for single-cell RNA-seq [23, 24]. Briefly, acutely dissociated DRG neurons were plated on dishes as described previously. After 15 min, the DMEM (Gibco, 11,966,025) was replaced with PBS, and a mouth pipette was then used to place each individual fluorescently labeled single DRG neuron into a volume of lysis buffer under a fluorescence microscope. Harvesting of the single DRG neurons from one rat was completed in 4 h, and the L4–L5 DRG of at least 5 rats were harvested at each time point (Additional file 8: Table S2).

The reverse transcription reaction was performed with a TSO primer added at the 5′ end and with 25 nt oligo (dT) primer anchored with an 8-nt cell-specific barcode and 8-nt unique molecular identifiers (UMIs) added at the 3′ end [61–63]. After reverse transcription, cDNAs were amplified by 15 cycles of PCR, during which the IS primer and the 3′P2 primer were added to the 5′ and 3′ ends of the cDNAs, respectively.

The amplified cDNAs from single cells were pooled, purified using a DNA Clean & concentration-5 kit (Zymo Research, D4014) and AMPure XP beads (Beckman Coulter, A63882), and quantified using a Qubit dsDNA HS Assay Kit (Invitrogen, Q32854). To add biotin tags to the 3′ ends of the amplified cDNAs, biotinylated preindexed primers and IS primer were used to further amplify the PCR product through an additional 4 cycles of PCR. The biotinylated cDNAs were then sheared to approximately 300 bp using Covaris S2, and the 3′ termini of the cDNAs were captured using C1 beads (Dynabeads® Myone™ Streptavidin C1, Invitrogen, 65,001). The RNA-seq library was constructed using a KAPA HyperPrep Kit (KAPA Biosystems, KK8505), and short universal primers and QP2 primers were used in the last amplification. Finally, the genome and transcriptome libraries were subjected to 150-bp paired-end sequencing on an Illumina HiSeq 4000 platform (sequenced by Novogene). Information on the primers used in scRNA-seq is provided in Additional file 9: Table S3.

### Processing of single-cell RNA-seq data

Raw reads were separated based on the specific cell barcode information, and the template switch oligo (TSO) sequence and polyA tail sequence were removed. The clean reads were then aligned to the rat transcriptome (Rnor_6.0.102) using STAR (version 2.7.3b) [64]. Finally, the gene read table was generated using featureCounts, Samtools, and UMI_tools. The sequencing depth of each cell was 0.5 Gbytes.

### QC and unsupervised clustering and visualization

For initial quality control (QC) of 1430 sequenced single cells, we filtered out cells with fewer than 500 genes or 1000 transcripts detected, and limited mitochondrial genes to less than 5%. A total of 1430 cells passed this filter. We then used Seurat (Version: 4.0.3) in R [65] for unsupervised clustering, visualization, and matching of DRG neuronal subtypes. The original reads were normalized to 10,000 transcript reads per cell using the “LogNormalize” processing method.

Subsequently, we applied the FindVariableFeatures() function to screen the top 2000 genes using “variance-stabilizing transformation” as the screening method. To normalize all genes, ScaleData() was applied, and the RunPCA() function was used to preprocess the cluster data. Next, based on the first 40 principal components defined by the JackStraw() function, unsupervised clustering was performed using the FindClusters() function; the cluster resolution was set at 0.5 to determine the number of subgroups and subsets. Finally, the runUMAP() function in Seurat was performed for clustering and visualization based on Uniform Manifold Approximation and Projection (UMAP).

### Matching of DRG neuronal subtypes

Due to the lack of studies on DRG typing in rats, we referred to related studies performed on mouse DRG in 2020 for matching [17, 18]. The DoHeatmap() and DotPlot() functions in Seurat were used to match the DRG neuronal subtype marker genes (genes with relative expression higher than 1.5) identified in those studies; the matching table is shown in the main text.

We combined the 10 cell clusters into 7 subtypes of known DRG cell types, including PEP1 (*Tac1*^+^/*Gal*^+^), PEP2 (*Gal*^+^ with low *Tac1*^+^ expression), PEP3 (*Tac1*^+^/*Gpx3*^+^ with low *Gal*^+^ expression), NP (*Scg3*^+^ with low *Sst*^+^ expression), NF (*Nefh*^+^), SST (*Sst*^+^), and c_pLTMR2 (*Zfp521*^+^ with low *Th*^+^ expression). A certain amount of overlap and ambiguity in the clustering could not be avoided due to the total number of cells and the lack of previous identification of effective characteristic DRG neuronal subtype matching genes in rats. Given our random sampling of DRG single neurons, the proportions of different subgroups that we observed may partially reflect changes in the proportions of DRG neuronal subtypes that occur after injury; according to the GraphPad plot analysis, the proportion of PEP neurons changed greatly with time.

### Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis

FindAllMarkers() in Seurat was applied to identify cell type-specific genes, and Metascape [25] was used to analyze gene function in the three PEP DRG neuronal groups.

### Experimental design scRNA sequence processing (EDSSP)

All cell-derived data in PEP1 were preprocessed using the vst() function of Deseq2 in R [66]. Based on the experimental design, all the DRG neurons in PEP1 were used to create a dataset, and WGCNA in R [26, 27, 67] was then applied to identify gene co-expression modules in the transcriptomes of differentially expressed genes. In general, the WGCNA self-contained one-step method was used to generate co-expression gene modules (power = 3), dendrograms, and correlation matrix heatmaps. Correlation analysis was performed on the dataset created in this experiment using the script that expresses transcript set annotations [67]. After exporting the gene co-expression module, GO and KEGG analyses were performed as described above. Finally, key modules were further intersected with cell type-specific genes to identify vital genes with potential biological properties.

### qPCR and single-cell qPCR

Total RNA was extracted from the L4–L5 DRG of rats using an RNA isolation kit (Aidlab, RN28) and then reverse-transcribed using RT Master Mix (AbmGood, G490). qPCR was then performed using SYBR® Green Realtime PCR Master Mix (Toyobo, QPK-201) in a 7500 Real-Time PCR System (Applied Biosystems). Relative quantification of target gene expression was performed after normalization to the mRNA level of Gapdh by the comparative cycle threshold method. The data are presented as the mean ± SEM.

For single-cell qPCR of DRG neurons, the amplified cDNAs remaining after the first purification were kept for validation experiments. The amplified cDNAs were first purified using AMPure XP beads and amplified by 9 cycles of PCR. Before qPCR, the newly amplified cDNAs were purified again using AMPure XP beads to remove the residues from PCR. qPCR and data analysis were performed in the same way as described above. For information on the primers used in qPCR, see Additional file 10: Table S4.

### Immunofluorescence staining

While under the anesthesia of 0.5% pentobarbital sodium, rats were perfused with warm saline followed by cold 4% PFA. After perfusion, the sciatic nerves were isolated and immersed in 4% PFA at 4 °C for 4–6 h, and the medial plantar glabrous footpad skin was immersion-fixed in Zamboni’s fixative at 4 °C overnight. All the samples were dehydrated in 30% (w/v) sucrose in 0.1 M PBS for cryoprotection and preserved at 4 °C before cryosectioning. Frozen sections of sciatic nerves were cut with a cryostat to a thickness of 10 μm and then mounted directly onto gelatin-coated slides. Frozen sections of glabrous footpad skin were cut at 20 μm in a cryostat and immediately mounted on gelatin-coated slides. The sections were then incubated with primary antibodies (anti-GAP43, Abcam, Ab16053, 1:500; anti-PGP9.5, AbD Serotec, 7863–1004, 1:100; anti-NF200, Sigma-Aldrich, N0142, 1:200) at 4 °C for 24 h, followed by incubation with the appropriate HRP-conjugated fluorescent antibody (Alexa Fluor 488-conjugated goat anti-rabbit, Invitrogen, A-11034,1:500; Alexa Fluor 488-conjugated donkey anti-mouse, Invitrogen, A-21202, 1:500; Alexa Fluor 594-conjugated donkey anti-mouse, Invitrogen, A-21203, 1:500) and Hoechst 33,342 or DAPI staining. The images were photographed by confocal laser scanning microscopy (Leica TCS SP8 STED). Images were acquired using an inverted Leica true confocal scanner (TCS) SP8 microscope.

To quantify the regenerative nerve fibers in the glabrous footpad skin, based on the structure of the skin, three zones were defined (Additional file 1: Fig. S1). Zone 1 is defined as the dermis layer in which the subepidermal nerve plexus length (SNPL) was determined and divided by the length of the epidermis. Zone 2 and zone 3 are defined based on the boundary between stratum granulosum (SG) and stratum spinosum (SS) sub-layers in the epidermis. The density of the epidermal nerve fibers was analyzed by counting the numbers of nerve fibers per 0.3 mm of epidermis. Nerve fibers branching in zone 2 were counted separately, while nerve fibers branching in zone 3 were counted as one.

### Simultaneous RNAscope and immunofluorescence assay

To visualize and quantify *Adcyap1* expression, an RNAscope probe targeting *Adcyap1* was designed and synthesized by Advanced Cell Diagnostics. The RNAscope and immunofluorescence (IF) assays were performed using RNAscope® Multiplex Fluorescent Reagent Kit v2. For each experiment, *POLR2A* served as the positive control, while *dapB* was the negative control.

Briefly, after fixing in 4% PFA for 24 h, fresh rat DRG Sects. (10-μm thin) were prepared and then pretreated with hydrogen peroxide solution, target retrieval solution, and stained with primary antibodies overnight at 4 °C. The sections were further treated with protease plus and finally hybridized with the RNA probe of the target gene for 2 h at 45 °C in a hybrid furnace, followed by a series of signal amplifications. After RNAscope, the sections were stained with antibody (Invitrogen, PA5-17,646) for 30 min at room temperature. The nuclei were counterstained with DAPI for 10 min at room temperature. Images were obtained with an Olympus FV3000 confocal microscope.

The signal dots were visually counted using QuPath (version 0.4.3) [68] following the RNAscope manual (as outlined at https://acdbio.com/2022-jul-26-visualization-and-analysis-rnascope%E2%84%A2-results-using-qupath), and the single dot represents a single mRNA.

### Intrathecal catheterization and injection

To administer drugs intrathecally, a PE-10 polyethylene catheter was inserted into the intrathecal space above the lumbar enlargement of the spinal cord [69]. The rats were anesthetized with isoflurane during the operation and allowed to recover for 4 days before the SNC operation was performed. Rats with motor impairment caused by intrathecal catheterization were excluded from the study, and the basal nociceptive responses of animals were measured before group allocation, which was performed randomly.

For siRNA administration, rats were given 4 μg *Adcyap1* siRNA or control siRNA every other day from 2 days post-injury (dpi); the siRNA was mixed with in vivo jetPEI® as described in the in vivo jetPEI® Protocol.

The animals’ nociceptive responses were assessed at 1 and 3 dpi, and L4–L5 DRG from rats were harvested to check the efficiency of knockdown by qPCR. The sequences of the control siRNAs [70] were sense 5′-UUCUCCGAACGUGUCACGUTT-3′ and antisense 5′-ACGUGACACGUUCGGAGAATT-3′. The sequences of the *Adcyap1* siRNAs were sense 5′-GGAUAAUAAUGCAUAACAGTT-3′ and antisense 5′-CUGUUAUGCAUUAUUAUCCTT-3′. The siRNAs were modified with 2′ OME and 5′-Chol and synthesized by GenePharma.

For peptide delivery, after 4 days of recovery from the intrathecal catheterization, rats received intrathecal injections of peptides. For administration of PACAP6-38, scramble or PACAP6-38 peptides were intrathecally injected at various dosages: 4 μg, 13 μg, and 40 μg. The animals’ nociceptive responses were assessed at 1 dpi. The sequence of PACAP6-38 was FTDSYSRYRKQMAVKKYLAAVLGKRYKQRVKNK. The sequence of the scramble peptide was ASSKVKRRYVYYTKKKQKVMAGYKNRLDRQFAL. For the administration of PACAP38, 15 μg scramble or PACAP38 peptides were intrathecally injected into SNC rats, and the animals’ nociceptive responses were assessed at 7, 14, and 21 dpi. The sequence of PACAP38 was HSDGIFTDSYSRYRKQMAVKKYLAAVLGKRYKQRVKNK. The sequence of the scramble peptide was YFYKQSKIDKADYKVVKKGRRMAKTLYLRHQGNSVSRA. The peptides were synthesized and purified by GL Biochem Ltd. (Shanghai, China).

### DRG neuron culture

DRG neurons from naïve rats and from rats that had been intrathecally injected with siRNA were acutely dissociated and plated on dishes as described previously. The dissociated neurons were collected, resuspended in DMEM (Gibco, 11,966,025) supplemented with 10% fetal bovine serum (FBS) (HyClone, SH30070.03E), and plated on 35-mm plastic dishes coated with poly-d-lysine (Sigma–Aldrich, P6407). Three hours after plating, the DMEM (Gibco, 11,966,025) was removed, and neurobasal medium (Gibco, 21,103,049) containing 2% B-27 (Gibco, 17,504,044), 2 mM GlutaMAX™-I (Gibco, 35,050,061), and 5 μM cytarabine (Sigma–Aldrich, C6645) was added; the cells were then cultured in the latter medium until the end of the experiments. DRG neurons from rats that had been intrathecally injected with Adcyap1 or scramble siRNA were cultured for 2 days before morphological analysis. Cultured DRG neurons from naïve rats were incubated with 10 nmol PACAP6-38 or scramble peptide in a neurobasal medium (Gibco, 21,103,049) for 3 h after plating and then cultured for 3 days before further study, and for PACAP38, cultured DRG neurons from naïve rats were incubated with 3.33 nmol PACAP38 or scramble peptide in neurobasal medium (Gibco, 21,103,049) for 3 h after plating and then cultured for 2 days before further study.

### Estimation of neurite lengths

After several days of culture, the medium in which clustered DRG neurons were maintained was replaced with 4% PFA, and the cultures were washed with PBS. The DRG neurons were then incubated with primary antibodies (rabbit anti-beta3-tubulin, Cell Signaling Technology, D71G9, 1:500) at 4 °C overnight, followed by incubation with an HRP-conjugated secondary antibody (Alexa Fluor 488-conjugated goat anti-rabbit, Thermo Fisher Scientific, A-11034, 1:500). The cultures were then viewed and photographed using an inverted fluorescence microscope (Leica), and the lengths of the neurites produced by the DRG neurons were manually measured using the ImageJ 1.53c software (Wayne Rasband, National Institutes of Health).

### Statistical analyses

All data are presented as mean ± SEM. Statistical analyses were performed using Prism 8.0 software (GraphPad Software, La Jolla, CA, USA). Comparisons between the groups were performed using either Student’s unpaired *t* test with two-way ANOVA followed by Sidak’s multiple-comparisons test or one-way ANOVA with Sidak’s multiple-comparisons test. Statistical significance was set at *P* < 0.05.

### Supplementary Information

**Additional file 1: Fig. S1.** Crushed sensory axons regrowth of SNC rats.

**Additional file 2: Fig. S2.** Sc-RNA sequencing quality control shows that the scRNA-seq data obtained in this study are suitable for deeper analysis.

**Additional file 3: Fig. S3.** PEP1 and PEP3 highly-expressed genes in all-clusters gene expression and validation of PEP1 subtype’s marker genes.

**Additional file 4: Fig. S4.** The metascape results of PEPs.

**Additional file 5: Fig. S5.** Results of WGCNA and metascape results of 3 module genes.

**Additional file 6: Fig. S6.** PACAP38 promotes axonal outgrowth of DRG neurons in vitro and attenuates mechanical allodynia after SNC.

**Additional file 7: Table S1.** The statistics of 10 observed rat DRG neuron clusters with time and surgical information.

**Additional file 8: Table S2.** Information on DRG samples.

**Additional file 9: Table S3.** Information on qPCR primer sequences.

**Additional file 10: Table S4.** Information on the overlap between 4 gene modules and PEP cluster marker genes.

## Data Availability

Raw and processed data are also deposited within the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo) with an accession number (GSE198608). All software is freely or commercially available and is listed in the “ Methods” section description. All data generated or analyzed during this study are included in this published article and its supplementary information files.

## Abbreviations

AUC: Area under the curve
c_pLTMR2: Putative low-threshold c-mechanoreceptors
CNI: Central nerve injury
CPN: Common peroneal nerve
dpi: Days post-injury
DRG: Dorsal root ganglion
DRGs: Dorsal root ganglion neurons
EDSSP: Experimental design scRNA sequence processing
FBS: Fetal bovine serum
Gal: Galanin
GEO: Gene Expression Omnibus
GO: Gene Ontology
hiPSCd: Human induced pluripotent stem cell-derived
IVC: In ventilated cages
KEGG: Kyoto Encyclopedia of Genes and Genomes
LH/RH: Left hind/right hind
NFs: Nefh + A-fiber low-threshold mechanoreceptors
NPs: Nonpeptidergic nociceptors
PAC1R: Pituitary adenylate cyclase 1 receptor
PACAP: Pituitary adenylate cyclase-activating polypeptide
PEPs: Peptidergic nociceptors
PNI: Peripheral nerve injury
QC: Quality control
Scg3: Secretogranin III
scRNA-seq: Single-cell RNA sequencing
SD: Sprague-Dawley
SG: Stratum granulosum
SGs: Secretory granules
SN: Sural nerve
SNC: Spared nerve crush
SNI: Spared nerve injury
SNPL: Subepidermal nerve plexus length
SPF: Specific pathogen-free
SS: Stratum spinosum
SSTs: Somatostatin + pruriceptors
TCS: True confocal scanner
TN: Tibial nerve
TSO: Template switch oligo
UMAP: Uniform manifold approximation and projection
UMIs: Unique molecular identifiers
wpi: Weeks post-injury

# Supplementary material for: Unveiling adcyap1 as a protective factor linking pain and nerve regeneration through single-cell RNA sequencing of rat dorsal root ganglion neurons
**Source:** BMC Biol. 2023 Oct 25;21:235. doi: 10.1186/s12915-023-01742-8
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Crushed sensory axons regrowth of SNC rats.

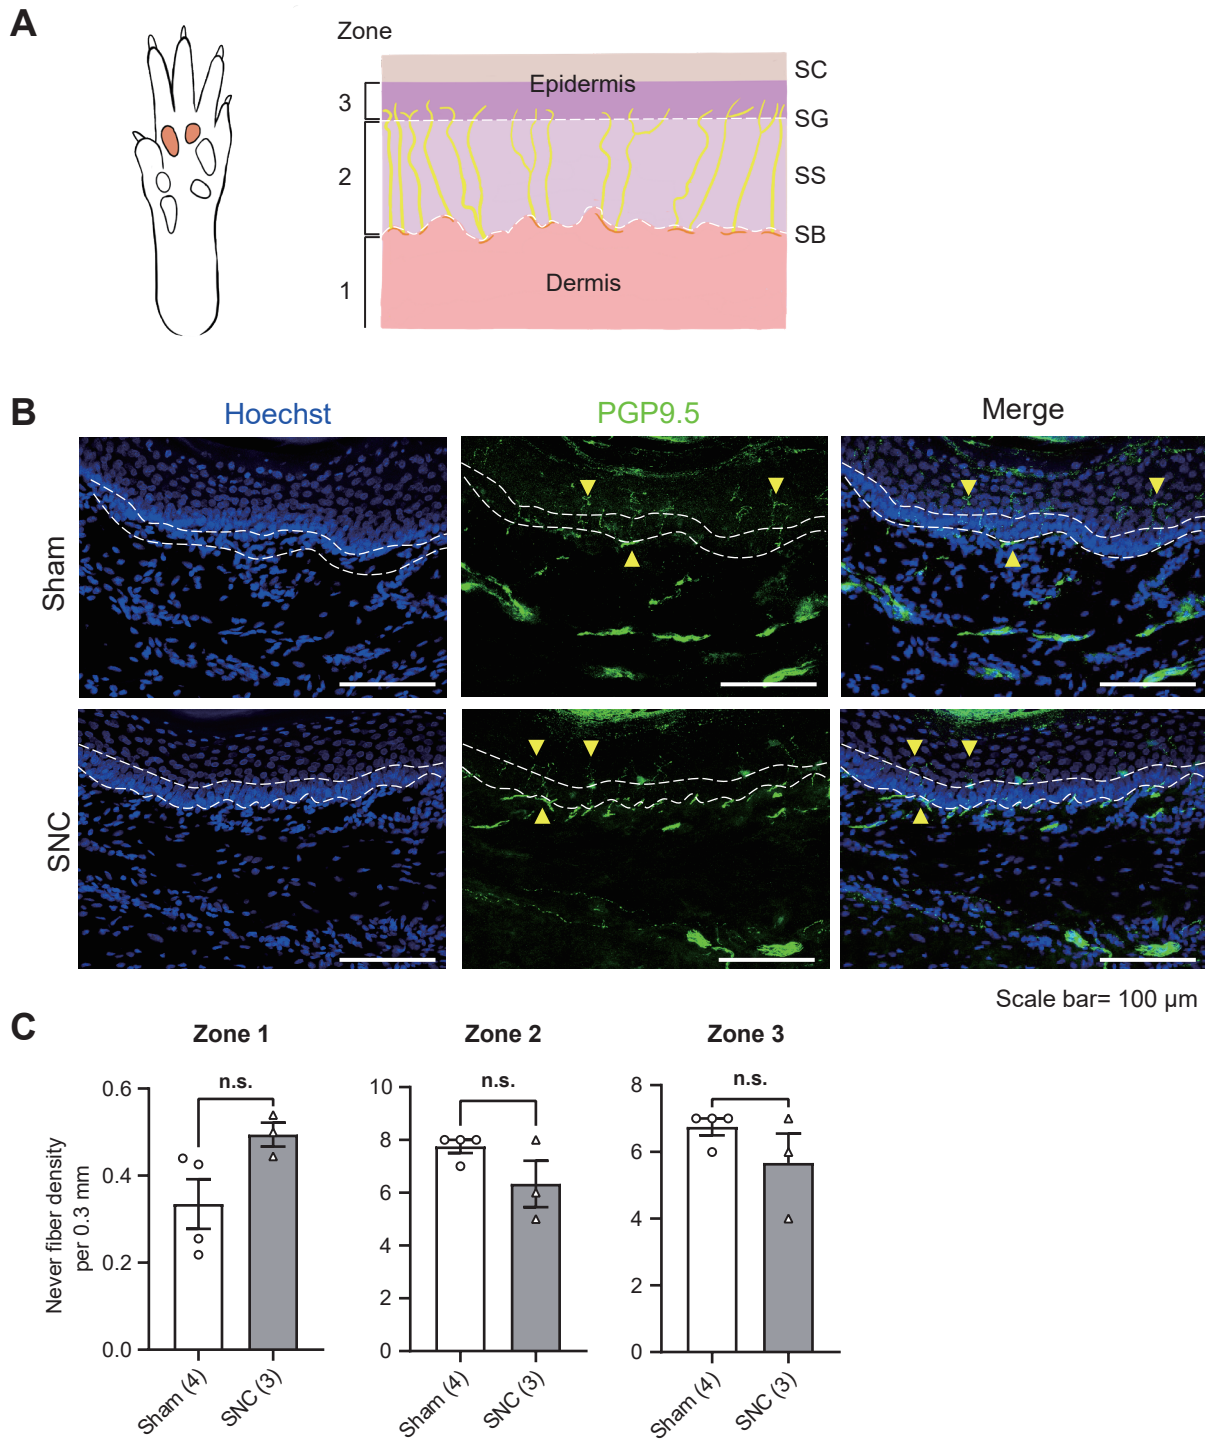

**Supplementary Fig. 1 Crushed sensory axons regrowth of SNC rats.** (A) Schematic diagram of the glabrous footpad regions in rat skin samples (left) cross sections of hindpaw glabrous skin tissue images (right). (B) Representative images of nerve fibers in glabrous footpad skin of the ipsilateral hindpaw of animals in the sham and SNC groups in 28 days post injury (dpi), immunostained for PGP9.5 with hoechst staining (yellow arrows: nerve fibers, dotted lines: borders between three defined zones of skin). SC: stratum corneum; SG: stratum granulosum; SS: stratum spinosum; SB: stratum basale. Scale bar, 100  $\mu$ m. (C) Quantifications of the number of nerve fibers in a 0.3 mm segment of epidermal areas in sham (n= 4) and SNC (n= 3) groups. Data are represented as mean  $\pm$  SEM. Unpaired t test, n.s., no significance difference.

# Supplementary material for: Unveiling adcyap1 as a protective factor linking pain and nerve regeneration through single-cell RNA sequencing of rat dorsal root ganglion neurons
**Source:** BMC Biol. 2023 Oct 25;21:235. doi: 10.1186/s12915-023-01742-8
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S2. Sc-RNA sequencing quality control shows that the scRNA-seq data obtained in this study are suitable for deeper analysis.

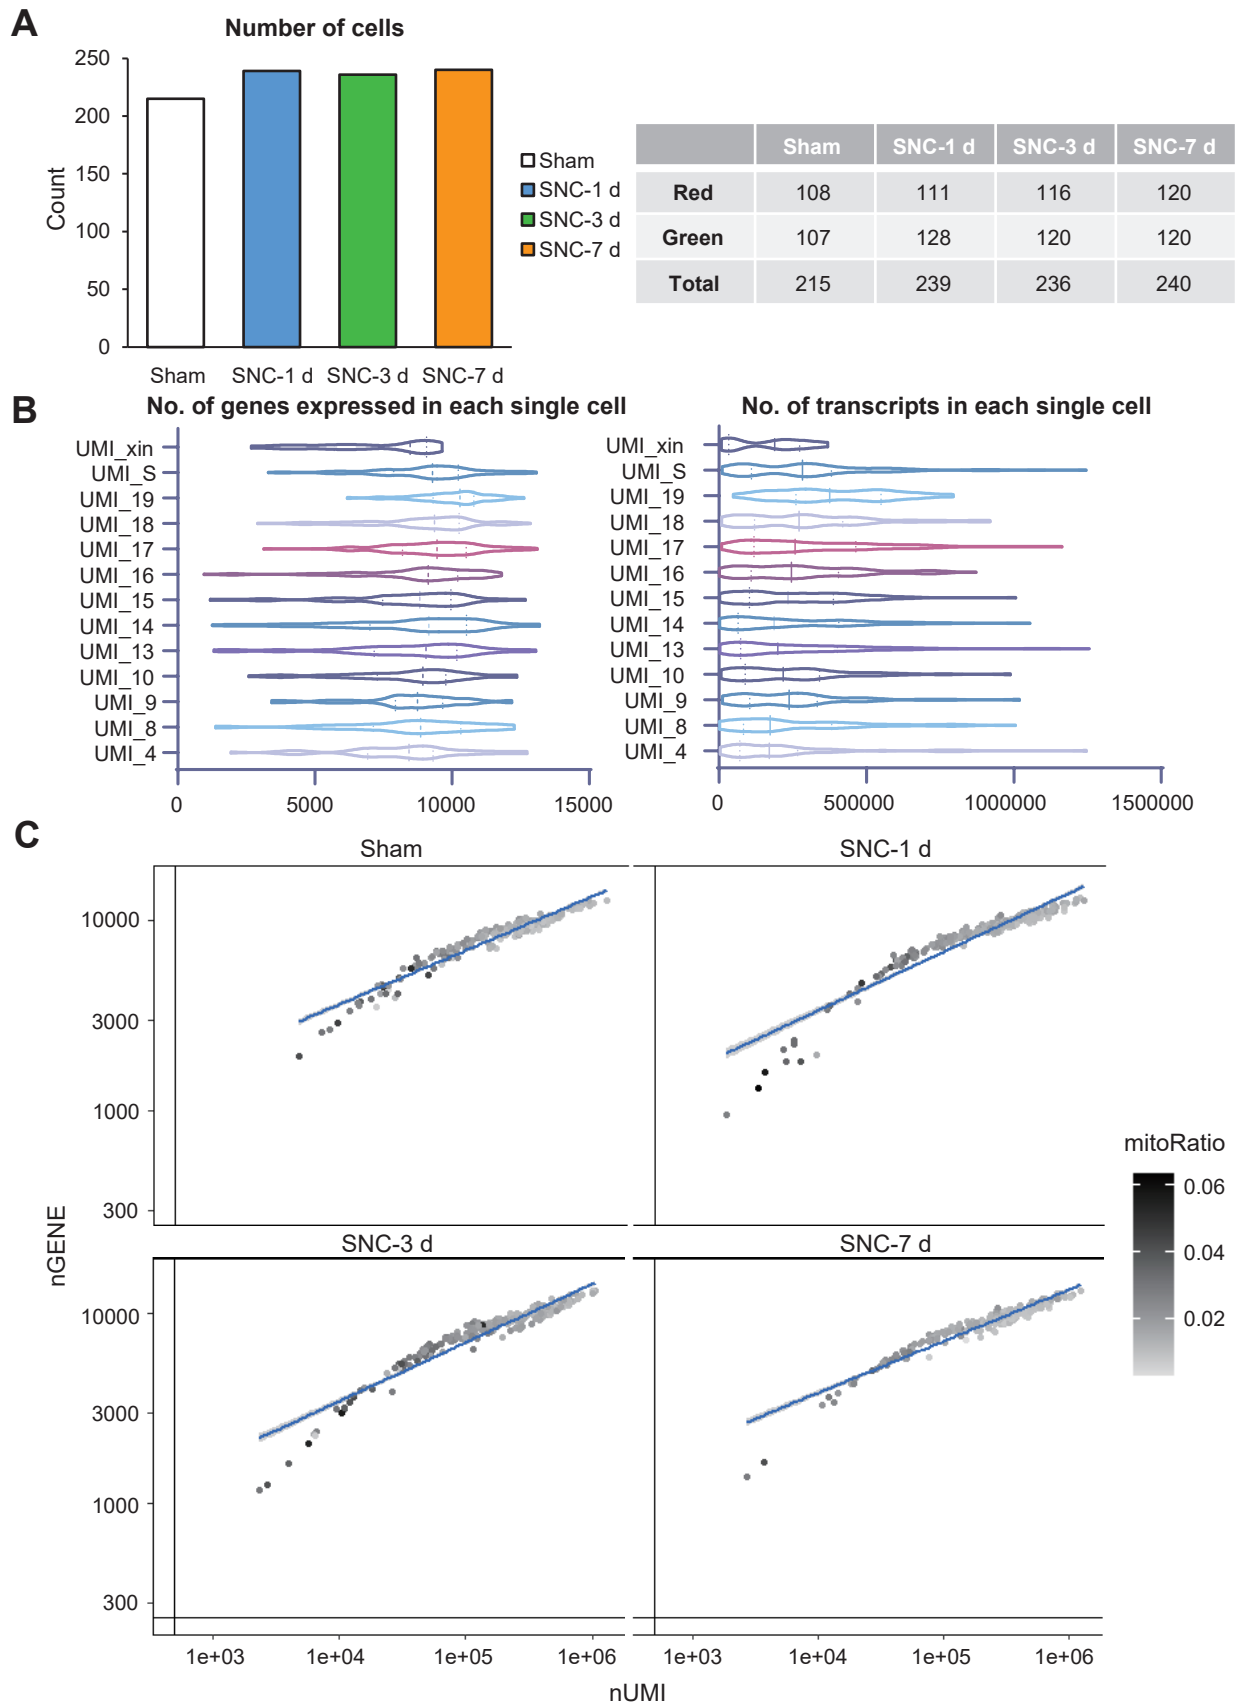

**Supplementary Fig. 2** Sc-RNA sequencing quality control shows that the scRNA-seq data obtained in this study are suitable for deeper analysis. (A) The statistics of qualified cells and the sheet of experimental design. (B and C) The QC results of scRNA-seq data across batches and time-design.

# Supplementary material for: Unveiling adcyap1 as a protective factor linking pain and nerve regeneration through single-cell RNA sequencing of rat dorsal root ganglion neurons
**Source:** BMC Biol. 2023 Oct 25;21:235. doi: 10.1186/s12915-023-01742-8
**Supplement:** Supplementary file 3 — Additional file 3: Fig. S3. PEP1 and PEP3 highly-expressed genes in all-clusters gene expression and validation of PEP1 subtype’s marker genes.

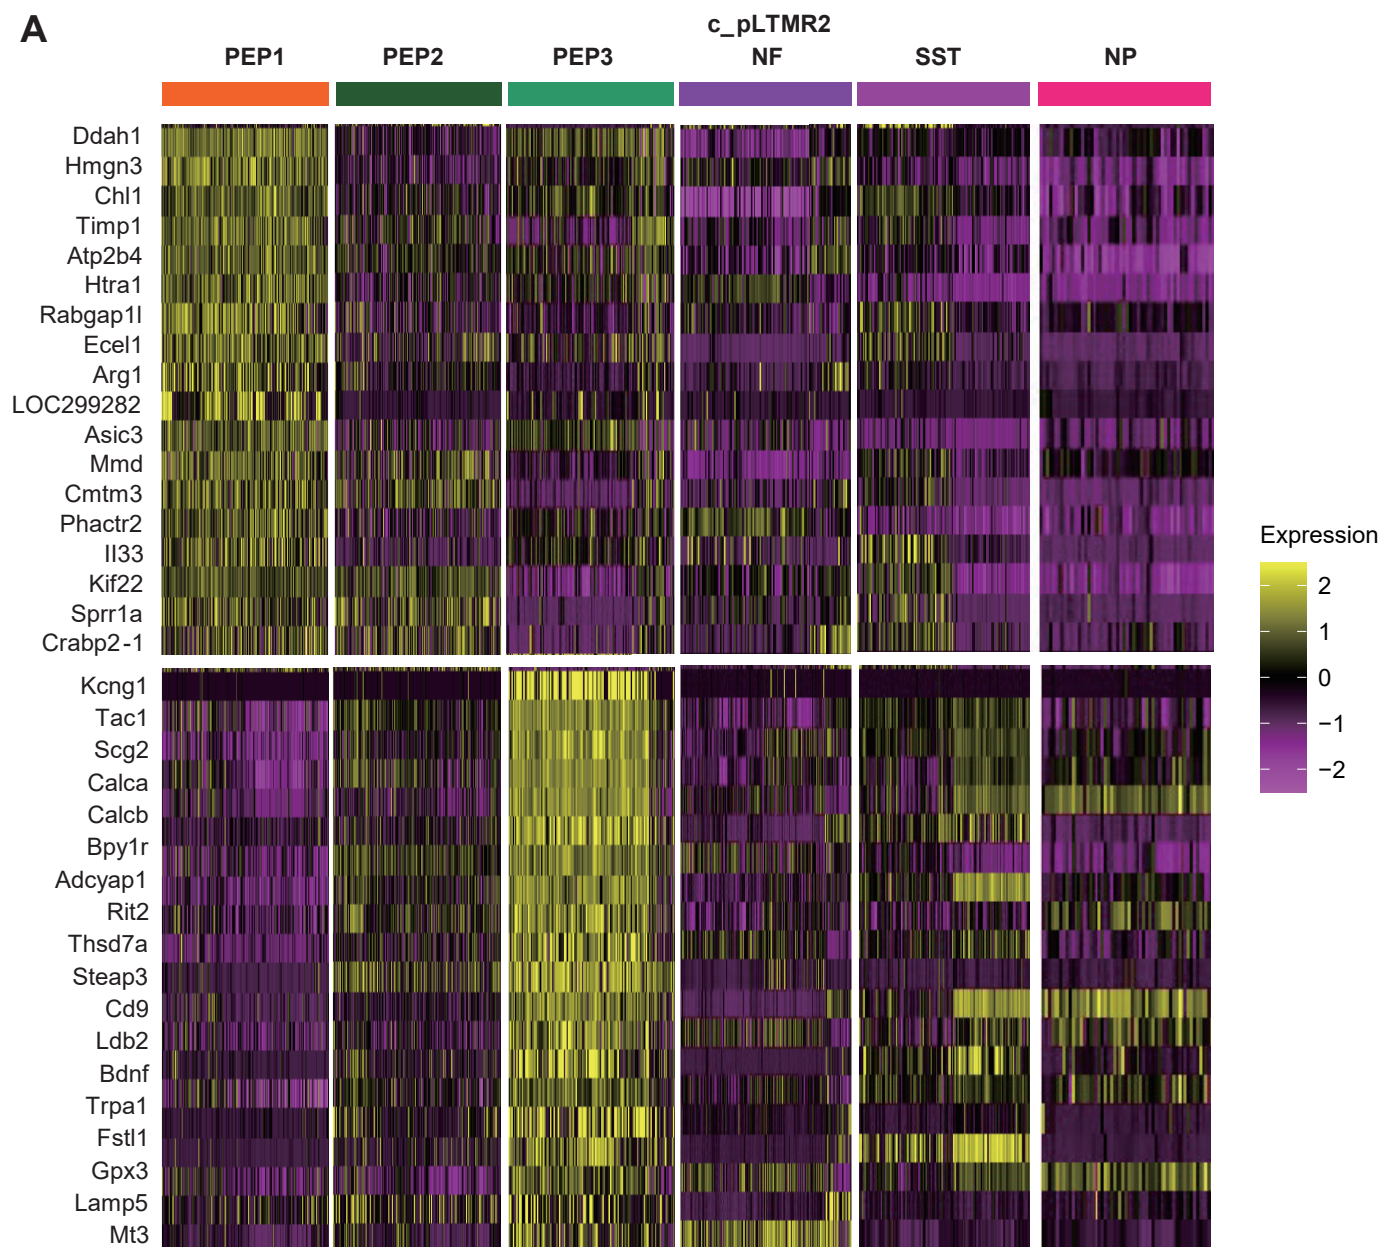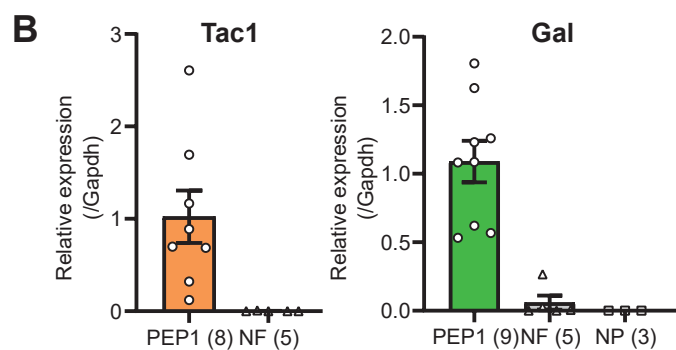

**Supplementary Fig. 3 PEP1 and PEP3 highly-expressed genes in all-clusters gene expression and validation of PEP1 subtype's marker genes.** (A) The heatmap of all-clusters gene expression in PEP1 and PEP3 highly-expressed genes. (B) Single cell qPCR results of PEP1 subtype's marker genes: Tac1 (left; n= 8 for PEP1 DRGs and n= 5 for NF DRGs) and Gal (right; n= 9 for PEP1 DRGs, n= 5 for NF DRGs, and n= 3 for NP DRGs), Data are represented as mean  $\pm$  SEM.

# Supplementary material for: Unveiling adcyap1 as a protective factor linking pain and nerve regeneration through single-cell RNA sequencing of rat dorsal root ganglion neurons
**Source:** BMC Biol. 2023 Oct 25;21:235. doi: 10.1186/s12915-023-01742-8
**Supplement:** Supplementary file 4 — Additional file 4: Fig. S4. The metascape results of PEPs.

### A PEP1

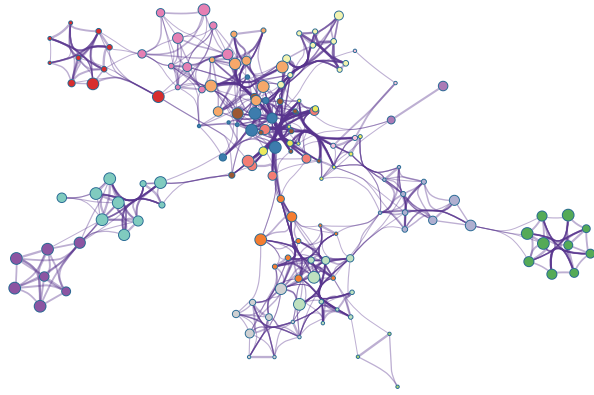

- response to wounding
- positive regulation of cell death
- positive regulation of secretion by cell
- positive regulation of cell projection organization
- positive regulation of cellular component biogenesis
- muscle cell proliferation
- leukocyte activation involved in inflammatory response
- regulation of cell adhesion
- spinal cord injury
- plasma membrane bounded cell projection morphogenesis
- neurotransmitter biosynthetic process
- muscle system process
- negative regulation of cell proliferation
- hemostasis
- regulation of MAPK cascade
- eukaryotic translation elongation
- regulation of muscle cell apoptotic process
- regulation of cytoskeleton organization
- small GTPase mediated signal transduction
- supramolecular fiber organization

### B PEP2

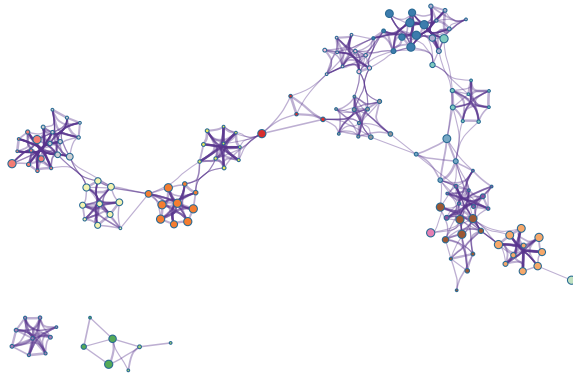

- hemostasis
- regulation of ion transport
- response to wounding
- response to amino acid starvation
- plasma membrane bounded cell projection morphogenesis
- microtubule-dependent trafficking of connexons
- apoptotic signaling pathway
- negative regulation of cell proliferation
- myometrial relaxation and contraction pathways
- negative regulation of transport
- regulation of epithelial cell migration
- regulation of potassium ion transport
- supramolecular fiber organization
- response to metal ion
- regulation of protein kinase activity
- homotypic cell-cell adhesion
- smooth muscle contraction
- negative regulation of microtubule polymerization
- cytoplasmic ribosomal proteins
- transmembrane receptor protein tyrosine kinase signaling pathway

### C PEP3

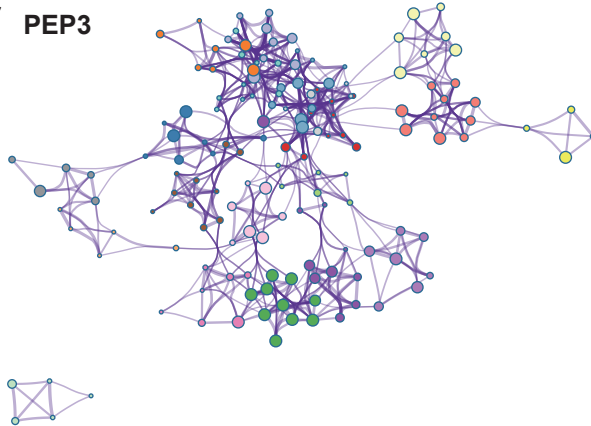

- sensory perception of pain
- protein localization to cell periphery
- regulation of neuron projection development
- regulation of membrane potential
- inorganic cation transmembrane transport
- response to metal ion
- neurotrophin signaling pathway
- synapse organization
- receptor metabolic process
- cardiac conduction
- response to toxic substance
- regulation of ion transport
- regulation of peptide transport
- negative regulation of heart rate
- regulation of receptor recycling
- class B/2(Secretin family receptors)
- behavior
- response to pH
- regulation of ERK1 and ERK2 cascade
- platelet activation, signaling and aggregation

**Supplementary Fig. 4 The metascape results of PEPs.** (A) The metascape analysis of highly-expressed genes in PEP1 reveals that PEP1 is highly-related with injury and repair processing. (B) Metascape results of PEP2 is highly-related with complex cell processing. (C) Metascape results of PEP3 reveals that PEP3 is highly-related with pain.

# Supplementary material for: Unveiling adcyap1 as a protective factor linking pain and nerve regeneration through single-cell RNA sequencing of rat dorsal root ganglion neurons
**Source:** BMC Biol. 2023 Oct 25;21:235. doi: 10.1186/s12915-023-01742-8
**Supplement:** Supplementary file 5 — Additional file 5: Fig. S5. Results of WGCNA and metascape results of 3 module genes.

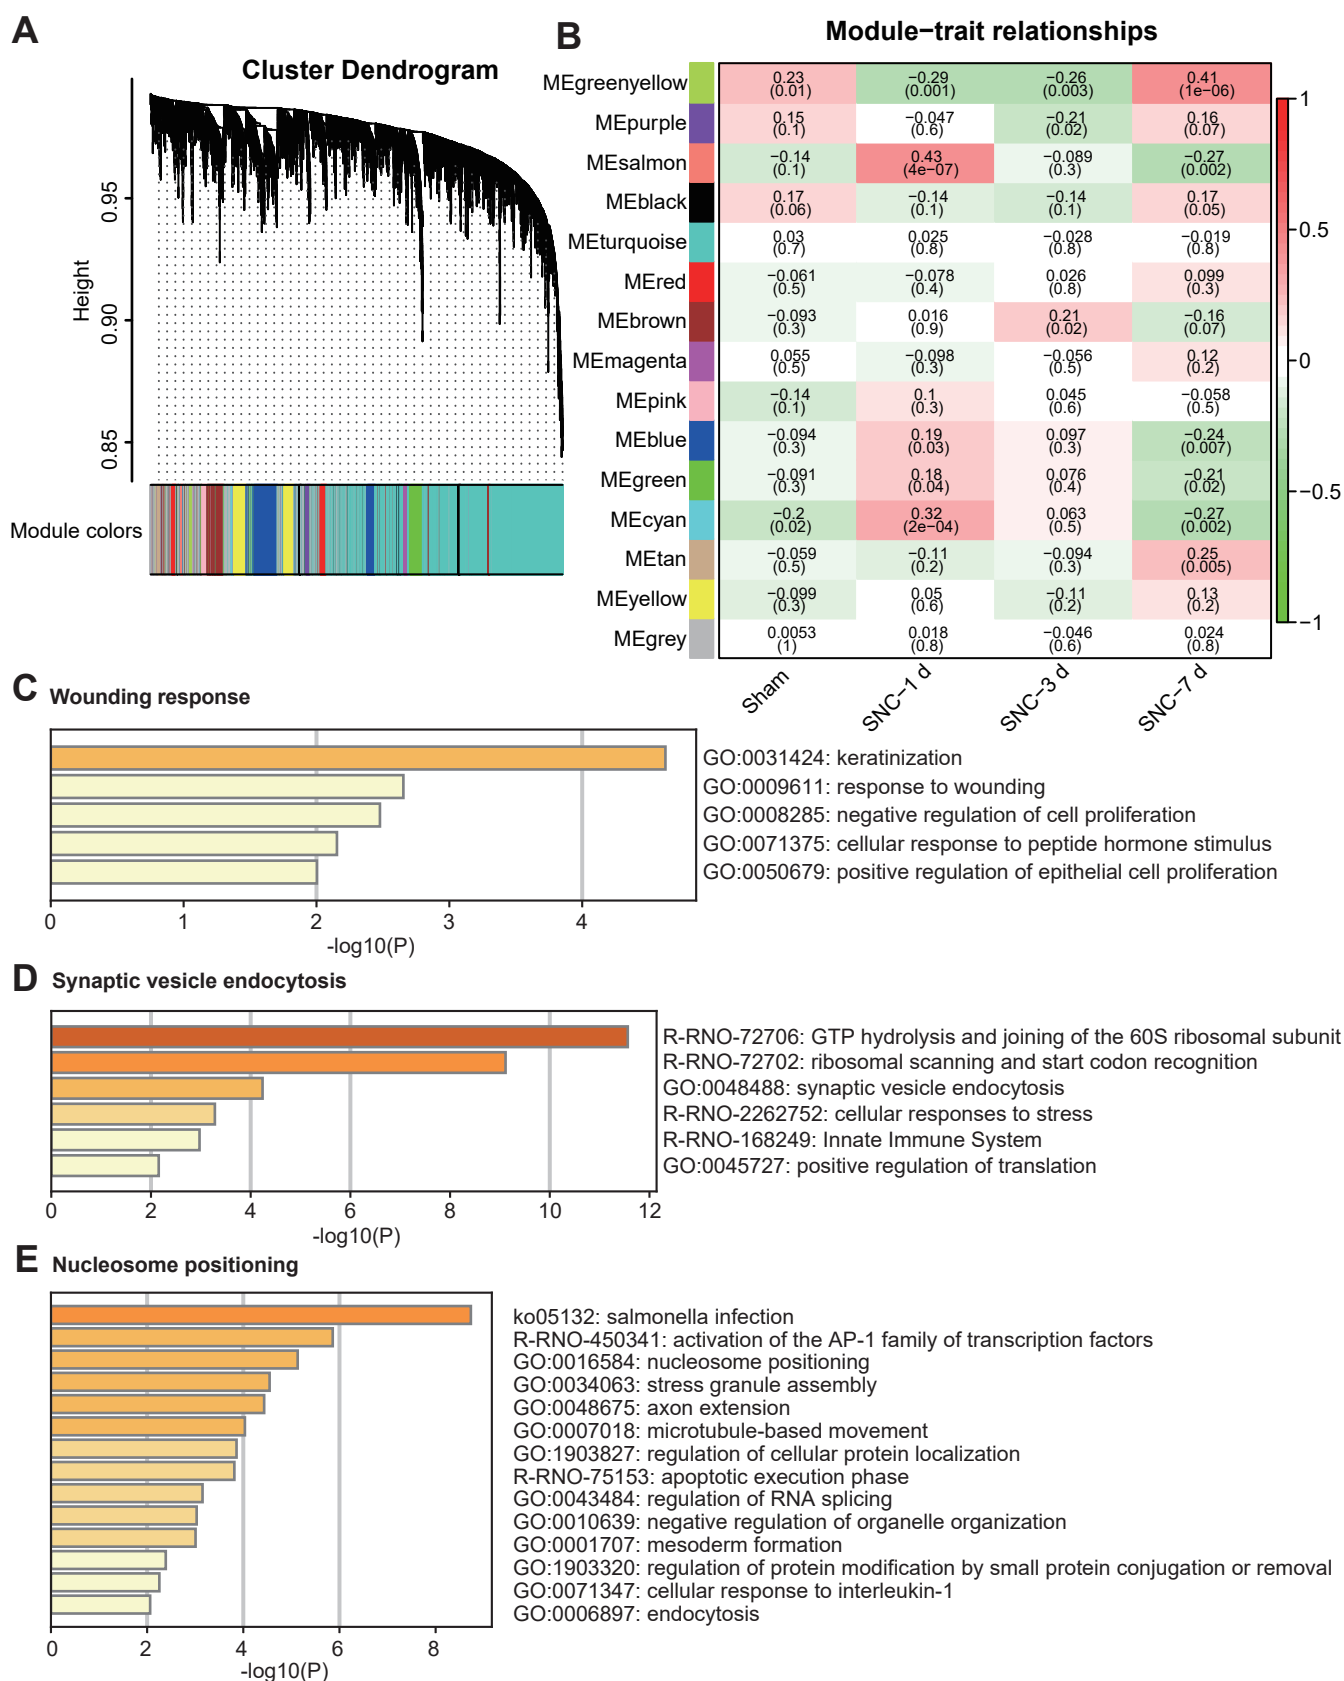

**Supplementary Fig. 5 Results of WGCNA and metascap results of 3 module genes.** (A) Cluster dendrogram for all the crushed PEP1 DRG neurons. (B) Module-trait relationships reveals that there are 4 modules of genes changed by time-design. (C to E) The metascap results of Wounding response, Synaptic vesicle endocytosis and Nucleosome positioning's module genes.

# Supplementary material for: Unveiling adcyap1 as a protective factor linking pain and nerve regeneration through single-cell RNA sequencing of rat dorsal root ganglion neurons
**Source:** BMC Biol. 2023 Oct 25;21:235. doi: 10.1186/s12915-023-01742-8
**Supplement:** Supplementary file 6 — Additional file 6: Fig. S6. PACAP38 promotes axonal outgrowth of DRG neurons in vitro and attenuates mechanical allodynia after SNC.

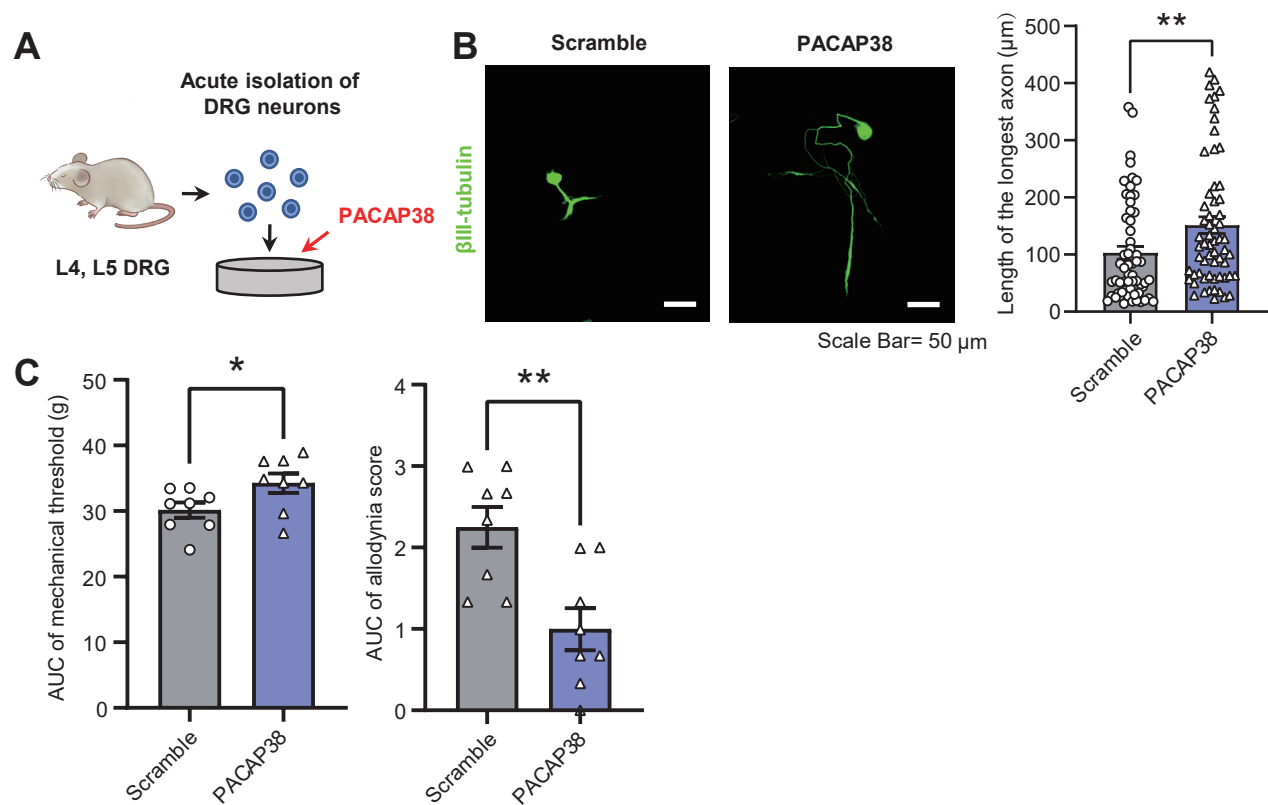

**Supplementary Fig. 6 PACAP38 promotes axonal outgrowth of DRG neurons in vitro and attenuates mechanical allodynia after SNC.** (A) Schematic diagram of the protocol for the investigation of axonal outgrowth of DRG neurons clustered with Pacap38. (B) Representative images and quantification of axonal outgrowth in acute-dissociated DRG neurons from naïve rats cultured with scramble (n= 3) or PACAP38 (n= 3) for 2 days, immunostained for  $\beta$ III-tubulin. Scale bar, 50  $\mu$ m. (C) The area under curve (AUC) mechanical threshold (left) and allodynia score (right) analysis (1-21 day) of the ipsilateral hind paw after intrathecal administration of scramble (n= 8) or PACAP38 (n= 8) in the acute phase of SNC. Data are represented as mean  $\pm$  SEM, unpaired t test in (B) and (C), \* $P$  < 0.05, \*\* $P$  < 0.01.

# Supplementary material for: Unveiling adcyap1 as a protective factor linking pain and nerve regeneration through single-cell RNA sequencing of rat dorsal root ganglion neurons
**Source:** BMC Biol. 2023 Oct 25;21:235. doi: 10.1186/s12915-023-01742-8
**Supplement:** Supplementary file 8 — Additional file 8: Table S2. Information on DRG samples.

**Additional file 8. Table S2. Information on DRG samples**

| DRG sample | Cell number (R/G) | Time point | RT date    | Sequencing date |
|------------|-------------------|------------|------------|-----------------|
| Xin        | 12/12             | Sham       | 2019.11.15 | 2019.12.02      |
| S          | 48/48             | SNC 7 d    | 2019.11.26 | 2019.12.02      |
| 4          | 24/24             | Sham       | 2019.12.20 | 2021.01.18      |
| 8          | 24/24             | SNC 7 d    | 2019.12.20 | 2021.01.18      |
| 9          | 24/24             | SNC 7 d    | 2019.12.21 | 2021.01.18      |
| 10         | 24/24             | Sham       | 2019.12.21 | 2021.01.18      |
| 13         | 48/48             | SNC 1 d    | 2020.11.27 | 2021.01.18      |
| 14         | 48/48             | SNC 3 d    | 2020.12.04 | 2021.01.18      |
| 15         | 46/50             | SNC 3 d    | 2020.12.08 | 2021.01.18      |
| 16         | 45/51             | SNC 1 d    | 2020.12.09 | 2021.01.18      |
| 17-1       | 12/12             | SNC 1 d    | 2020.12.25 | 2021.01.18      |
| 17-2       | 8/16              | SNC 1 d    | 2020.12.25 | 2021.01.18      |
| 17-3       | 22/26             | SNC 3 d    | 2020.12.25 | 2021.01.18      |
| 18         | 48/48             | Sham       | 2020.12.29 | 2021.01.18      |
| 19-1       | 4/20              | SNC 7 d    | 2020.12.25 | 2021.01.18      |
| 19-2       | 20/4              | SNC 7 d    | 2020.12.25 | 2021.01.18      |

---

\* RT: reverse transcription

# Supplementary material for: Unveiling adcyap1 as a protective factor linking pain and nerve regeneration through single-cell RNA sequencing of rat dorsal root ganglion neurons
**Source:** BMC Biol. 2023 Oct 25;21:235. doi: 10.1186/s12915-023-01742-8
**Supplement:** Supplementary file 9 — Additional file 9: Table S3. Information on qPCR primer sequences.

**Additional file 9. Table S3. Information on qPCR primer sequences**

| Primer name | Direction | Sequence              |
|-------------|-----------|-----------------------|
| Gapdh       | Sense     | AAGGGCTCATGACCACAGTC  |
|             | Antisense | GGATGCAGGGATGATGTTCT  |
| Adcyap1     | Sense     | GAGAGATGTCGCCCACGAAA  |
|             | Antisense | GCGAGGTTCTCGCCCAT     |
| CD9         | Sense     | GGCTATACCCACAAGGACGA  |
|             | Antisense | GCTATGCCACAGCAGTTCAA  |
| Tac1        | Sense     | GCTCTTTTGCCTATTAGTCC  |
|             | Antisense | GCCCTTTGAGCATCTTCTTCA |
| Gal         | Sense     | CACATGCCATTGACAACCAC  |
|             | Antisense | AACTCCATTATAGTGCGGACG |

# Supplementary material for: Unveiling adcyap1 as a protective factor linking pain and nerve regeneration through single-cell RNA sequencing of rat dorsal root ganglion neurons
**Source:** BMC Biol. 2023 Oct 25;21:235. doi: 10.1186/s12915-023-01742-8
**Supplement:** Supplementary file 10 — Additional file 10: Table S4. Information on the overlap between 4 gene modules and PEP cluster marker genes.

**Additional file 10. Table S4. Information on the overlap between 4 gene modules and PEP cluster****marker genes**

| Gene name           | Gene id  | Overlap | Focus time |
|---------------------|----------|---------|------------|
| ENSRNOG000000001657 | Cldnd1   | C-1     | SNC 1 d    |
| ENSRNOG000000004687 | Thbd     | C-1     | SNC 1 d    |
| ENSRNOG000000004925 | Ppp1r12a | C-1     | SNC 1 d    |
| ENSRNOG000000008981 | Pdcd6ip  | C-1     | SNC 1 d    |
| ENSRNOG000000010161 | Myo10    | C-1     | SNC 1 d    |
| ENSRNOG000000013304 | Arg1     | C-1     | SNC 1 d    |
| ENSRNOG000000018507 | Gfpt1    | C-1     | SNC 1 d    |
| ENSRNOG000000019357 | Tax1 bp3 | C-1     | SNC 1 d    |
| ENSRNOG000000049976 | Gzmb     | C-1     | SNC 1 d    |
| ENSRNOG000000000521 | Cdkn1a   | C-1-2   | SNC 1 d    |
| ENSRNOG000000002436 | Mmd      | C-1-2   | SNC 1 d    |
| ENSRNOG000000003256 | Ccng1    | C-1-2   | SNC 1 d    |
| ENSRNOG000000016166 | Pdlim1   | C-1-2   | SNC 1 d    |
| ENSRNOG000000016630 | Tln1     | C-1-2   | SNC 1 d    |
| ENSRNOG000000020136 | Tgm1     | C-1-2   | SNC 1 d    |
| ENSRNOG000000024028 | Sprr1a   | C-1-2   | SNC 1 d    |
| ENSRNOG000000002520 | Litaf    | C-2     | SNC 1 d    |
| ENSRNOG000000005708 | Mmp16    | C-2     | SNC 1 d    |
| ENSRNOG000000012422 | Tnik     | C-2     | SNC 1 d    |
| ENSRNOG000000017609 | Cnga4    | C-2     | SNC 1 d    |
| ENSRNOG000000022710 | Prrg4    | C-2     | SNC 1 d    |
| ENSRNOG000000051952 | Tes      | C-2     | SNC 1 d    |
| ENSRNOG000000001628 | Pcp4     | S-1     | SNC 1 d    |
| ENSRNOG000000019704 | Resp18   | S-1     | SNC 1 d    |
| ENSRNOG000000005700 | Nsg1     | S-1-2   | SNC 1 d    |
| ENSRNOG000000008656 | Snca     | S-1-2   | SNC 1 d    |
| ENSRNOG000000012630 | Rhoc     | S-1-2   | SNC 1 d    |

|                     |         |         |         |
|---------------------|---------|---------|---------|
| ENSRNOG000000013496 | Crisp3  | S-1-2   | SNC 1 d |
| ENSRNOG000000007374 | Tac1    | S-1-2-3 | SNC 1 d |
| ENSRNOG000000019556 | Cd9     | S-1-3   | SNC 1 d |
| ENSRNOG000000049882 | Adcyap1 | S-1-3   | SNC 1 d |
| ENSRNOG000000001338 | Hpd     | S-2     | SNC 1 d |
| ENSRNOG000000005046 | Tspan13 | S-2     | SNC 1 d |
| ENSRNOG000000008301 | Tagln2  | S-2     | SNC 1 d |
| ENSRNOG000000010549 | Tspo    | S-2     | SNC 1 d |
| ENSRNOG000000023077 | Cpne9   | S-2     | SNC 1 d |
| ENSRNOG000000000701 | Iscu    | S-3     | SNC 1 d |
| ENSRNOG000000002746 | Fstl1   | S-3     | SNC 1 d |
| ENSRNOG000000003205 | Ldb2    | S-3     | SNC 1 d |
| ENSRNOG000000003927 | Cd55    | S-3     | SNC 1 d |
| ENSRNOG000000004411 | Tspan8  | S-3     | SNC 1 d |
| ENSRNOG000000005457 | Lamp5   | S-3     | SNC 1 d |
| ENSRNOG000000007256 | Necab1  | S-3     | SNC 1 d |
| ENSRNOG000000007354 | Trpa1   | S-3     | SNC 1 d |
| ENSRNOG000000008001 | Rab3b   | S-3     | SNC 1 d |
| ENSRNOG000000011074 | Calcb   | S-3     | SNC 1 d |
| ENSRNOG000000011130 | Calca   | S-3     | SNC 1 d |
| ENSRNOG000000011501 | Atp1b3  | S-3     | SNC 1 d |
| ENSRNOG000000013572 | Lxn     | S-3     | SNC 1 d |
| ENSRNOG000000014149 | Npy1r   | S-3     | SNC 1 d |
| ENSRNOG000000015055 | Scg2    | S-3     | SNC 1 d |
| ENSRNOG000000017568 | Rit2    | S-3     | SNC 1 d |
| ENSRNOG000000018958 | Mt3     | S-3     | SNC 1 d |
| ENSRNOG000000019486 | Trpv1   | S-3     | SNC 1 d |
| ENSRNOG000000021866 | Bola3   | S-3     | SNC 1 d |
| ENSRNOG000000032473 | Scn10a  | S-3     | SNC 1 d |
| ENSRNOG000000037853 | Rarres1 | S-3     | SNC 1 d |

|                    |        |       |         |
|--------------------|--------|-------|---------|
| ENSRNOG00000042753 | Fgf13  | S-3   | SNC 1 d |
| ENSRNOG00000052564 | Gpx3   | S-3   | SNC 1 d |
| ENSRNOG00000020684 | Vat1   | G-1   | SNC 7 d |
| ENSRNOG00000005438 | Pcsk2  | G-3   | SNC 7 d |
| ENSRNOG00000025881 | Rbms3  | G-3   | SNC 7 d |
| ENSRNOG00000009088 | Txnrd1 | T-1   | SNC 7 d |
| ENSRNOG00000011696 | Lifr   | T-1   | SNC 7 d |
| ENSRNOG00000016047 | Macf1  | T-1-2 | SNC 7 d |
| ENSRNOG00000026293 | Jun    | T-1-2 | SNC 7 d |
| ENSRNOG00000014791 | Peg3   | T-1-3 | SNC 7 d |
| ENSRNOG00000015496 | Tpm4   | T-2   | SNC 7 d |
| ENSRNOG00000047459 | H1f4   | T-2   | SNC 7 d |
| ENSRNOG00000057569 | Ahnak  | T-2   | SNC 7 d |
| ENSRNOG00000002079 | Mapk10 | T-3   | SNC 7 d |
| ENSRNOG00000024852 | Tmx4   | T-3   | SNC 7 d |

---

\* 1,2,3 - PEP1, PEP2, PEP3

\*\* C - Cyan module, S - Salmon module, G - Greenyellow module, T - Tan module

How the deposited data were processed for this re-analysis (not part of the article)

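The RNA of single DRG neurons was sequenced from sham rats and from rats at 1, 3 and 7 days after SNC. The paper took L4 and L5 DRG neurons whose nerve branches had been injected with dyes, picked them by hand and copied their RNA in 17 labelled libraries of 16 DRG samples, and in 7 further libraries. The authors split the reads by cell barcode, trimmed them, aligned them with STAR to the rat transcriptome of Rnor_6.0, assigned them to genes with featureCounts and Samtools and collapsed them with UMI_tools. The count values are as deposited by the authors, who had collapsed reads with the same UMI to 1 count per gene and cell; all are whole numbers of 0 or more, with no normalization applied. Each file lists 32883 genes, of which 32881 are shared by all files. In 3 libraries the gene names carried other signs, and 2 libraries list the genes in another order, so genes were matched by name. No cell had the same values as another cell.

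Counts were read with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. The models ran in R 4.3.3 with Matrix 1.6.5. Cells with at least 500 genes, at least 1000 UMIs and a mitochondrial share under 5% were kept. Labelled cells were clustered with Seurat 5.3.0 by the settings of the methods section. Shares were to be taken from clusters made without the genes changed by SNC, but no gene was called, so none was removed and both clusterings are the same. Changed genes that the fit missed stay among the variable genes. Cells were not corrected for batch. No doublet caller was run because the neurons had been picked by hand.

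Counts were summed per DRG sample, over all labelled neurons and over PEP1-like neurons in samples with at least 3 such cells. Sums were compared with sham by the quasi-likelihood test of edgeR 4.0.16, with TMM normalization, the default filter on low counts (filterByExpr), the 4 groups in 1 fit and Benjamini-Hochberg adjustment, called at an adjusted p of 0.05. CPM values of PEP1-like and of all labelled neurons in comparisons between groups are TMM-normalized, and those that compare clusters are not. Lists of genes were tested with fry of limma 3.58.1. The lists were the Salmon, Cyan, Greenyellow and Tan genes of Table S4, the ribosomal protein genes of the cytoplasm and 8 injury genes (Atf3, Sprr1a, Gal, Npy, Sox11, Jun, Ecel1 and Gap43). Npy did not pass the filter on low counts in either fit, and Th did not in PEP1-like neurons. Of the 22 Cyan genes, 15 also served to name a PEP cluster, as did 29 of the 37 Salmon genes, 3 of the 3 Greenyellow genes and 7 of the 10 Tan genes; Sprr1a is on the Cyan list and Jun on the Tan list. Shares of neurons, and log2 CPM of named genes with a pseudocount of 1, were compared between samples by exact two-sided permutation tests. Genes named in the text are those the paper names for these data, the injury genes, and for each comparison up to 5 genes at either end among those with an adjusted p under 0.05, a mean of at least 10 CPM in a group and no overlap between the groups. Any other gene named was chosen after its values were seen.

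The alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, each sample left out in turn, samples 17-1 with 17-2 and 19-1 with 19-2 merged, the year of reverse transcription as a term, its date as a block, each cell thinned to 20000 UMIs, other resolutions and numbers of principal components, all labelled neurons in place of PEP1-like neurons, at least 5 cells per sample, and camera in place of fry. Thinning left out 11 labelled cells in sham, 10 at 1 day, 14 at 3 days and 9 at 7 days for having fewer UMIs. The fits were tested on simulated data with the depths and dispersions of these samples, in which 200 genes were changed. For PEP1-like neurons at 1 day, edgeR made 115 calls of which 6 were false, and found 40.3% of the genes changed by 1 on the log2 scale, 52.2% of those changed by 1.5 and 71.2% of those changed by 2. For all labelled neurons at 1 day it made 119 calls of which 2 were false, and found 32.8%, 62.7% and 80.3%.

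The dye of a cell was not used here, since the cell names do not carry it. Comparisons of crushed with uncrushed neurons, planned with the DRG sample as a block, were therefore not run. The co-expression modules and the term enrichments of the paper were not redone. CPM describe a share of a cell's RNA, so a gene can rise because others fall.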

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

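The tests chosen only after the results were seen were those of the mix of neuron types, the counting error of cluster 8, the number of cells in sample S, and the year of reverse transcription and the mix of crushed and uncrushed neurons for differences between time points.

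Over 66 groups of 4 or 5 samples, 4 held a sample far from the others by Dixon's test, where chance gives 5%, or 3.3 groups. The first was the share of PEP3-like neurons in SNC 7-day sample 9, 14.6% against 4.17 to 6.25% in the other samples. It rests on 7 of 48 cells against 11 of 192, and Fisher's exact test, two-sided, gave p = 0.0597, so the counting error of few cells may account for it. No biological explanation was tested, since the design names nothing that sets this sample apart.

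Cluster 8, in which glial genes were high, made up 29.2% of sham sample Xin (7 of 24 cells) and 2.08 to 4.17% of the other sham samples (6 of 191 cells together). Counting error is excluded (Fisher's exact test, two-sided, p = 9.93e-05). Whether glial RNA had also entered the other cells of the sample was not analysed here. Glial cells picked together with neurons stay open, as does the dissection of this sample. No biological explanation was tested.

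Ankrd1 in PEP1-like neurons was at 185 CPM in sham sample 18 and at 88.4 to 101 CPM in the other sham samples. The year of reverse transcription is argued against: sample 18 is the only sham sample of 2020, yet at 7 days the samples of 2020 lay below those of 2019 (48.5 to 56.0 against 96.2 to 141 CPM, a log2 ratio of -1.17). Of the 480 Ankrd1 UMIs of sample 18, 45.6% came from 1 cell of 10, and without that cell the sample was at 119 CPM, no longer far from the others (ratio of gap to range 0.567, under the critical value of Dixon's test). In sham samples Xin and 4 the highest cell held 73.1 and 72.3% of the Ankrd1 UMIs, so a single cell and a shift of the whole sample cannot be told apart at this number of cells. No biological explanation was tested, since the design gives none within sham.

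The total of SNC 7-day sample S, 28975829 UMIs, lay above the other 7-day samples (9469873 to 12564941). It holds 96 cells that passed, and its median of 283648 UMIs per cell lay within the range of the others (173220 to 437461), so the number of cells may account for it.

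Between time points, 3 genes of PEP1-like neurons differed by a direct test of the difference in edgeR, all chosen after their values were seen. Ankrd1 was higher at 1 day than at 7 days by 1.63 on the log2 scale (standard error 0.27, adjusted p = 0.0326; 4 of 4 samples at 1 day, at 182 to 379 CPM, above all 5 at 7 days, at 48.5 to 141 CPM). Within 2020 the log2 ratio was 2.44 (4 samples against 2, no overlap), which argues against the year as its whole cause, and the highest cell held 7.19% of the UMIs at 1 day, which argues against a single cell. The call was lost with the year as a term (adjusted p = 0.101), with split samples merged (0.0804), over all labelled neurons (0.765), and without SNC sample 13 (0.104), 17-1 (0.287), 19-1 (0.152), 19-2 (0.0683), 9 (0.0953) or S (0.0596), in a range of 3.07e-17 to 0.765 over 20 alternatives. By Table S1, 44 crushed and 9 uncrushed PEP1 neurons at 1 day against 35 and 21 at 7 days can give a log2 change of up to 1.55, whatever the level and the RNA per cell of each kind, so the mix of crushed and uncrushed neurons cannot be told apart for Ankrd1.

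Lce1f was higher at 1 day than at 7 days by 3.27 (standard error 0.50, adjusted p = 0.0168). Within 2020 the log2 ratio was 3.60 (12.0 to 87.5 CPM against 2.54 to 4.91 CPM), against the year as its whole cause, and the highest cell held 29.3% of the UMIs at 1 day, against a single cell as its whole cause. The call was lost with the year as a term (adjusted p = 0.101), with the date of reverse transcription as a block (0.0863), over all labelled neurons (0.765) and without sample 13 (0.0509), 17-1 (0.177), 19-1 (0.0972), 19-2 (0.0683), 9 (0.0953) or S (0.0518), in a range of 1.61e-13 to 0.765 over 19 alternatives. The mix of crushed and uncrushed neurons, with the same limit of 1.55, is argued against as its whole cause.

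RGD1562420 was lower at 3 days than at 7 days, by -2.07 (standard error 0.28, adjusted p = 0.00297). Within 2020 the log2 ratio was -2.18 (40.7 to 110 CPM in 3 samples against 334 to 371 CPM in 2), and with the year as a term the call remained (adjusted p = 0.00487). The highest cell held 5.37% of the UMIs at 7 days. The call was lost with thinned cells (adjusted p = 0.129), over all labelled neurons (0.143) and without sample 15 (0.0537), in a range of 1.86e-23 to 0.143 over 19 alternatives. The mix of crushed and uncrushed neurons is argued against as its whole cause: with 35 crushed and 16 uncrushed PEP1 neurons at 3 days in Table S1 it can give at most 0.39. For these 3 genes reads shared with related genes and the time after SNC itself stay open; the time after SNC is a hypothesis found and tested on the same samples.

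In data the paper does not report on as a comparison, injury genes were higher in the labelled sham samples than in the further sham libraries, with a median log2 ratio of 1.91 over 7 genes that mark injured neurons. Every one of the 4 labelled sham samples lay above every one of the 7 further libraries for 7 of 7 genes (the smallest p of an exact two-sided permutation test is 0.00606), as for 906 of 8958 genes in all, and the median lay above that of all 10000 random lists of genes (percentile 100). Sprr1a was at 65.3 to 282 CPM against 0 to 0.223 CPM, Gal at 606 to 2323 against 1.71 to 22.2 CPM and Atf3 at 364 to 950 against 76.2 to 198 CPM. The log2 ratios were 7.21 for Sprr1a, 7.16 for Gal, 4.12 for Ecel1, 1.91 for Atf3, 1.48 for Sox11, 1.34 for Gap43 and 1.04 for Jun. Depth per cell is excluded, since with each cell thinned to 20000 UMIs 7 of 7 genes still separated the sets. Another mix of the types found among labelled sham neurons is argued against for 3 genes, Sprr1a, Gal and Gap43. For these, each of the 10 clusters of labelled sham neurons (7 cells in the smallest) lay above the highest further library. Cells of the further libraries were not clustered, so types present only there were not tested. For the other 4 genes (Atf3, Sox11, Jun and Ecel1) another mix of types cannot be told apart. Glial cells or their RNA were not analysed here as a cause. A difference between library batches cannot be told apart, because 36.7% of 8958 genes separated the sets (906 higher and 2385 lower in the labelled sham samples), where 0.606% would by chance in either direction, and no library links the sets. The injection of dyes into the nerve branches before the operation, which the paper describes for the labelled neurons, was not tested and stays open as a candidate cause beside these.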

How the results depend on the processing

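The alternatives chosen after the results were seen were the count of mitochondrial ribosomal and transfer RNA, cluster 8 counted with PEP3-like neurons, the regression on the sequencing date and the year as a term for shares, 7 days against sham within 2019, and the date of reverse transcription as a block; all other choices and alternatives were made before the data were examined. No DRG sample belongs to more than 1 group, but 3 dates of reverse transcription hold samples of 2 or more groups, so the date served as a block, with 3 residual degrees of freedom. The fit of crushed against uncrushed neurons and its alternative without a block were not run. PEP2-like neurons could not be named at a resolution of 0.3, and Lce1f was not tested with thinned cells, so there is no value. Clusters at a resolution of 0.8 or without genes changed by SNC held the same PEP1-like neurons, so these alternatives test nothing for them. Where no reason is given, the cause was not tested.

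The PEP1-like share at 1 day kept its direction in all 16 alternatives. It lost its p under 0.05 with split samples merged (9.98 points) and with each sample left out (8.59 to 11.7 points), where fewer samples raise the smallest p that the permutations allow. The PEP2-like difference at 3 days was 2.97 with the year as a term, 9.62 within 2020 and -14.9 to -3.04 with samples left out. The PEP3-like difference was 1.45 merged, -11.6 within 2020, and -4.07 to 3.57 with samples left out, above 0 without sample 17-1, sham 18 or sham 4.

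Over all labelled neurons, DESeq2 called 17 genes at 1 day and 1 at 3 days, the year as a term gave 1 at 1 day and 1 at 3 days (Mrpl43, named after its values were seen), and no filter on low counts gave 1 at 3 days (RGD1562420). With samples left out the count was 0 to 1 at 3 days (1 without 17-3, RGD1562420). The date as a block gave 1 at 1 day (Mrpl43) and 3 at 3 days (Mrpl43, Dstn and RGD1562420). At 7 days it was 0 in all 17 edgeR and DESeq2 alternatives (unadjusted p under 0.05: 476 genes by edgeR and 539 by DESeq2). In PEP1-like neurons, no filter on low counts gave 184, 71 and 62 genes at 1, 3 and 7 days, DESeq2 17, 2 and 2, and the date as a block 16, 9 and 2. At 1 day the count was 0 merged (839 unadjusted), 0 over all labelled neurons (1243 unadjusted), and 0 to 1 with samples left out (0 without sham 10 or 4 or SNC 16, 17-1 or 17-2), and the gene was Rarres1 without sham 18, Adcyap1 with thinned cells and Mrpl43 with the year as a term. At 3 days it was 2 with the year as a term (Mrpl43 beside RGD1562420), 0 with thinned cells (331 unadjusted) and over all labelled neurons (594 unadjusted), and 1 to 3 with samples left out (3 without 14, with Calb1 and Tmem52b); at 7 days it was 0 to 1 (Ucn without S). Thinning leaves 5017 genes to test.

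Adcyap1 passed without a filter at 1 day (0.75), 3 days (0.72) and 7 days (0.69) and thinned at 1 day (1.07), and Cd9 without a filter (0.72). Without a filter, splits of the same samples gave medians of 48, 40 and 58.5 called genes at 1, 3 and 7 days. Cd9 was -0.64 at 7 days over all labelled neurons and -0.24 to 0.19 at 3 days with samples left out (above 0 without 17-3, sham 18 or sham 4). Trpv1 was -0.027 thinned, and Trpa1 -0.11 over all labelled neurons and -0.25 to 0.72 with samples left out (below 0 without 13). By camera, Salmon (0.29), Cyan (0.29) and the ribosomal protein genes (-0.18) passed, and of these calls none held under fry. The ribosomal protein genes were 0.10 with the date as a block. With samples left out, the Salmon median was 0.084 to 0.44 (passing without sham 18), Tan -0.32 to 0.089 (test upward without sham 10) and Greenyellow -0.072 to 0.12 (downward without Xin). Greenyellow was -0.072 thinned, -0.072 with at least 5 cells and -0.18 over all labelled neurons, where the Salmon median was -0.02 while the test pointed up. The injury list in all labelled neurons was 0.15 at 1 day and 0.22 at 3 days with the year as a term, 0.66, 0.92 and 0.42 at 1, 3 and 7 days with the date as a block, and with samples left out -0.35 to 0.20, -0.42 to 0.28 and -0.38 to 0.25 at 1, 3 and 7 days; the test pointed up without Xin (0.20, 0.28 and 0.25), at 3 days without 14 (median -0.11) and at 7 days without 19-1 (median -0.09).

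Depth limits the number of genes tested, 14239 over all labelled neurons and 10622 in PEP1-like neurons. In the simulated data at 1 day more of the genes changed by 1 on the log2 scale were found in PEP1-like neurons than over all labelled neurons (40.3 and 32.8%), and fewer of those changed by 1.5 (52.2 and 62.7%) or 2 (71.2 and 80.3%). The order was not the same at other times. For a change of 1 it was 31.3 and 41.8% at 3 days and 40.3 and 35.8% at 7 days. For 1.5 it was 59.7 and 58.2% at 3 days and 64.2 and 59.7% at 7 days. For 2 it was 71.2 and 71.2%, and 77.3 and 89.4%.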

Differences from the paper's values

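The settings here chosen after the results were seen are cluster 8 counted with PEP3-like neurons, the year as a term for shares and the date of reverse transcription as a block.

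No value of the paper that was set beside a value from the files differed by more than its spread and by more than 1.5 times. The paper states 512 other neurons and 1430 neurons that passed, while the files hold 528 and 1433 passed. By its title Table S1 gives p values of 6 groups, but the columns marked p hold percentages up to 34.6, which no p can reach; they were used here as shares.

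The paper states that PEP2 neurons took a larger share of damaged neurons at 3 days; over crushed and uncrushed neurons together, a wider group, the PEP2-like share differed from sham by -8.47 points, and among the alternatives set before the data were examined it was higher (9.62 points) within the samples of 2020; with the year as a term it was higher too (2.97 points). The paper states a larger share of PEP3 among uninjured neurons at 1 day; over all labelled neurons the difference was -0.227 points, -3.34 with cluster 8 included, chosen after seeing the values, and above 0 with split samples merged (1.45) or without sample 17-1 (3.54), sham 18 (3.57) or sham 4 (0.102). The names of the clusters were rebuilt here, but the direction does not hang on that. By the paper's own names, pooled over both dyes, PEP3 went from 20.9% in sham to 19.3% at 1 day. PEP2 went from 19.5% in sham to 18.6% at 3 days. Its PEP3 share at 1 day rose among uncrushed neurons (15.1 to 28.8%) and fell among crushed neurons (26.6 to 11.0%). Pooled values therefore do not test the paper's statements on crushed or uncrushed neurons. The paper compares cells of a time point, and the tests here compare DRG samples.

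The paper states a significant rise of the Pain and Wounding response modules at 1 dpi; the part of the Salmon and Cyan genes in Table S4 pointed up (medians of 0.29 and 0.29) without passing under fry (adjusted p = 0.486 and 0.499). Camera called both (adjusted p = 0.0359 and 0.0298; ranges over the alternatives 0.0359 to 0.897 and 0.0298 to 0.765), and fry called the Salmon genes without sham 18 (adjusted p = 0.0431). The paper states a significant rise of the Greenyellow and Tan modules at 7 dpi; 2 of 3 Greenyellow and 4 of 10 Tan genes were higher, with medians of 0.07 and -0.13, and no setting called either list. The Tan median was above 0 thinned (0.03) and without sham 10 (0.09) or SNC 19-2 (0.02).

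The paper describes much transcription and protein synthesis at 7 dpi, from the terms of module genes, which were not redone here. Shares of ribosomal protein mRNA measure neither, so they do not test that statement. In PEP1-like neurons the ribosomal protein genes had a median of -0.18, with 11 of 76 higher. The median was above 0 (0.02) without sham sample Xin or with at least 5 cells per sample, and with the date as a block (0.10). The paper states that Adcyap1 and CD9 rose at 1 dpi; both pointed up here and neither passed over all genes (adjusted p = 0.362 and 0.379). Adcyap1 was called without a filter on low counts (adjusted p = 0.00118) and with thinned cells (0.0105), in a range of 0.00118 to 0.932, and Cd9 without a filter (0.00452), in a range of 0.00452 to 0.951. Without a filter, every split of the 1-day and sham samples gave 8 or more called genes, so calls in that setting are weak evidence. The paper also gives Trpv1, Trpa1 and Scn10a as genes of the Pain module; of these Scn10a was called without a filter (adjusted p = 0.0389, range 0.0389 to 0.942), and no setting called Trpv1 or Trpa1. By RNAscope on DRG sections, another assay, the paper finds Adcyap1 highest at 1 day and lower until 7 days; over all labelled neurons it was at 482, 445 and 363 CPM at 1, 3 and 7 days, the same order, and 1 day differed from 7 days by 0.41 (adjusted p = 0.786). There every sample at 1 day (423 to 572 CPM) lay above every sham sample (156 to 400 CPM; exact two-sided permutation test, p = 0.0286, the smallest possible), without passing over all genes in edgeR (0.54, adjusted p = 0.582). In PEP1-like neurons it was at 584, 567 and 568 CPM at 1, 3 and 7 days, and 1 day differed from 7 days by 0.04 (adjusted p = 0.997).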

Other observations

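The tests chosen only after the results were seen were those of the shares of clusters 0, 1 and 5, of a rise of the injury list after SNC, and of an injured state of clusters 0, 1 and 5, the fit within the samples of 2019, and the date of reverse transcription as a block.

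Results of the fits were compared with other splits of the same samples into groups of the same sizes, 35 splits at 1 and 3 days and 100 drawn splits at 7 days, the real split included. Over all labelled neurons, where edgeR called 0 genes, 35 of 35, 35 of 35 and 100 of 100 splits gave as many genes (unadjusted counts of 1243, 594 and 476 genes were reached by 8 of 35, 16 of 35 and 84 of 100; DESeq2 called 17, 1 and 0). With 0 genes called every split must give as many, so the adjusted counts decide nothing; for the unadjusted counts chance cannot be excluded. In PEP1-like neurons the 1 gene at 1 day was reached by 5 of 35 splits, and the split of samples 13, 16, 17-1 and 18, which are all of 2020, against the others gave 2 genes. At 3 days 1 of 35 splits, the real one, gave as many. That is the least that 35 splits can give, in 1 of many such tests, and it counts called genes rather than testing RGD1562420. It argues against chance for the single gene called there, RGD1562420, without excluding it. At 7 days, with 0 genes by edgeR (2 by DESeq2), all 100 splits gave as many, which decides nothing. For the unadjusted counts of 1122, 662 and 500 genes the numbers were 4 of 35, 8 of 35 and 46 of 100, and for the counts without a filter on low counts 4 of 35, 6 of 35 and 35 of 100, so chance cannot be excluded. Nor can it for the lists by fry: Salmon 9 of 35, Cyan 11 of 35, Greenyellow 62 of 100, Tan 63 of 100 and ribosomal protein genes 35 of 100.

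The year of reverse transcription, as a term of its own, gave 830 of 14239 genes over all labelled neurons (3254 unadjusted) and 48 of 10622 in PEP1-like neurons (1620 unadjusted). At 7 days the split of samples 10, 4, 8, 9 and S, 5 of 5 from 2019, against the others gave 643 and 107 genes, more than the real split. Within 2019, with 3 sham samples against 3 at 7 days, edgeR called 0 genes in either fit (396 and 255 unadjusted, and DESeq2 was not run there). Adcyap1 in PEP1-like neurons differed there by 0.86 (adjusted p = 0.998 in edgeR). This fit is 1 of the 21 alternatives to the comparison of all 7-day samples with all sham samples. Over these 21 the adjusted p of Adcyap1 ran from 0.00379 to 0.9998.

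Clusters 5 and 7, 1 and 6, and 0 and 2 differed by much the same genes. Across 8460 genes, the log2 ratios of these pairs correlated with r of 0.715 to 0.742; genes are not independent replicates, and r describes genes within these samples. Of 627 other combinations of pairs of clusters, 2 (0.319%) had an r as large, and the median absolute r was 0.182, but the pairs had been picked on these same clusters, so a likeness of any pairs of clusters cannot be told apart. Depth is argued against, since with thinned cells r was still 0.593 to 0.659. In SNC neurons these ratios correlated across 8251 genes with the ratio of labelled sham samples to further sham libraries (r 0.504, Spearman rho 0.383), which is consistent with a shared program of genes. By the paper's Table S1, clusters 0, 1 and 5 held a larger part of their pair among crushed than uncrushed neurons after SNC in 3 of 3 pairs (86.4 and 42.2%, 84.2 and 66.0%, 66.7 and 48.2%). A candidate explanation is that clusters 0, 1 and 5 hold the injured state of the types in clusters 2, 6 and 7. For clusters 0 and 2 the shares fit it, being larger among crushed neurons at 3 of 3 times (83.0 and 27.3%, 85.4 and 39.0%, and 92.1 and 60.0%) and smaller in sham (37.1 and 56.5%). For the other 2 pairs they were larger in 4 of 6 comparisons and went the other way at 7 days (86.7 and 91.2%, and 55.6 and 76.5%). In sham, cluster 1 already held a larger part among neurons with the dye of the branches that SNC crushes (74.1 and 64.7%). Cluster 5 held a smaller part among them (50 and 58.3%). For these 2 pairs the explanation cannot be told apart. Of the injury genes, 7 were higher in clusters 0, 1 and 5 in each of the 3 pairs (log2 ratios of 2.77 to 3.82 for Sprr1a, 1.59 to 2.45 for Gal and 1.23 to 1.73 for Atf3), which is no independent test because the pairs were picked on these clusters. The explanation also predicts more neurons in clusters 0, 1 and 5 after SNC, but their share over crushed and uncrushed neurons was 48.4% ± 7.10 (SD, n = 4) at 1 day, 46.0% ± 11.4 (SD, n = 3) at 3 days and 53.5% ± 9.25 (SD, n = 5) at 7 days against 47.1% ± 15.9 (SD, n = 4) in sham (exact two-sided permutation tests, p = 0.971, 0.971 and 0.508). With the spread in sham this last prediction is undecided, and the explanation stays a hypothesis.

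The injury list did not rise over all labelled neurons after SNC: 7 of its 8 genes could be tested, with medians of -0.21, -0.23 and -0.18 at 1, 3 and 7 days (fry, p of 0.668, 0.890 and 0.648), and 0 genes passed over all genes or adjusted over the list alone (edgeR, 0 unadjusted at each time; DESeq2 called 0, with 1 unadjusted at 1 day). In a mixed set of crushed and uncrushed neurons, against sham samples that already hold injury genes at a high level, a rise may be hidden, and which holds was not tested further; the direction at 1 day turned with the year as a term (0.15), with the date as a block (0.66, p of 0.202) and without sham Xin (0.20). In PEP1-like neurons at 1 day, 4 of 7 injury genes passed adjusted over the list alone and 0 over all genes (edgeR; 4 unadjusted, and DESeq2 called 0 with 4 unadjusted), and these genes, Atf3, Gal, Jun and Gap43, were lower than in sham. For each of these 4 genes the samples at 1 day overlapped those of sham (exact two-sided permutation tests, p = 0.114 for Atf3, Jun and Gap43 and 0.171 for Gal).

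Beyond the paper's claims, 10 of 10 Tan genes were lower in PEP1-like neurons at 1 day (median -0.26), and 67 of 76 ribosomal protein genes were (median -0.39, 4 passing adjusted over the list alone and 0 over all genes in edgeR, 39 unadjusted; DESeq2 called 1, with 43 unadjusted). Among sham neurons, the paper's Table S1 gives a PEP3 share of 26.6% for those with the dye of the branches that SNC crushes and 15.1% for the others, without any crush.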
